# Identification of novel proteins and mRNAs differentially bound to the *Leishmania* Poly(A) Binding Proteins reveals a direct association between PABP1, the RNA-binding protein RBP23 and mRNAs encoding ribosomal proteins

**DOI:** 10.1371/journal.pntd.0009899

**Published:** 2021-10-27

**Authors:** Ludmila A. Assis, Moezio V. C. Santos Filho, Joao R. da Cruz Silva, Maria J. R. Bezerra, Irassandra R. P. U. C. de Aquino, Kleison C. Merlo, Fabiola B. Holetz, Christian M. Probst, Antonio M. Rezende, Barbara Papadopoulou, Tamara D. C. da Costa Lima, Osvaldo P. de Melo Neto

## Abstract

Poly(A) Binding Proteins (PABPs) are major eukaryotic RNA-binding proteins (RBPs) with multiple roles associated with mRNA stability and translation and characterized mainly from multicellular organisms and yeasts. A variable number of PABP homologues are seen in different organisms however the biological reasons for multiple PABPs are generally not well understood. In the unicellular *Leishmania*, dependent on post-transcriptional mechanisms for the control of its gene expression, three distinct PABPs are found, with yet undefined functional distinctions. Here, using RNA-immunoprecipitation sequencing analysis we show that the *Leishmania* PABP1 preferentially associates with mRNAs encoding ribosomal proteins, while PABP2 and PABP3 bind to an overlapping set of mRNAs distinct to those enriched in PABP1. Immunoprecipitation studies combined to mass-spectrometry analysis identified RBPs differentially associated with PABP1 or PABP2, including RBP23 and DRBD2, respectively, that were investigated further. Both RBP23 and DRBD2 bind directly to the three PABPs *in vitro*, but reciprocal experiments confirmed preferential co-immunoprecipitation of PABP1, as well as the EIF4E4/EIF4G3 based translation initiation complex, with RBP23. Other RBP23 binding partners also imply a direct role in translation. DRBD2, in contrast, co-immunoprecipitated with PABP2, PABP3 and with RBPs unrelated to translation. Over 90% of the RBP23-bound mRNAs code for ribosomal proteins, mainly absent from the transcripts co-precipitated with DRBD2. These experiments suggest a novel and specific route for translation of the ribosomal protein mRNAs, mediated by RBP23, PABP1 and the associated EIF4E4/EIF4G3 complex. They also highlight the unique roles that different PABP homologues may have in eukaryotic cells associated with mRNA translation.

## Author summary

Flagellated protozoa belonging to the *Leishmania* genus are the causative agents of the Leishmaniasis, neglected tropical diseases with a worldwide distribution. These parasites are well known for unique molecular mechanisms which include a lack of regulation of mRNA synthesis, generally the major stage for the control of gene expression in eukaryotic cells. Regulation of mRNA translation is therefore critical for survival and adaptation during a life cycle involving multiple life forms. Such regulation is likely dependent on RNA binding proteins (RBPs), such as the Poly-A Binding Protein (PABP) that binds to the 3’ ends of the mRNAs. Three PABPs are found in *Leishmania*, more than in other unicellular organisms, with presumably distinct but undefined roles. Here we identify different mRNAs targets and specific RBPs with whom they interact. We define a specific association between one of the *Leishmania* PABPs, a single RBP and mRNAs encoding ribosomal proteins, an important subset of cellular mRNAs. Our results shed new light on the interactions required for the translation of these mRNAs, highlighting the relevance of regulating their translation in different organisms and the convergence of regulatory mechanisms acting through their 5’ and 3’ ends. The data also expands on the known PABP roles.

## Introduction

The trypanosomatid protozoa constitute a group of parasitic microorganisms which include several species pathogenic to humans, all belonging to the *Leishmania* and *Trypanosoma* genera [1]. These are early divergent eukaryotes characterized by a lack of well-defined RNA polymerase II promoters and constitutive polycistronic transcription. Expression of most of the trypanosomatid genes is regulated post-transcriptionally and it is assumed that this regulation mainly targets mechanisms associated with the processing, transport, stability and translation of mature mRNAs [2–5]. Thus, trypanosomatids emerge as relevant models for the understanding of eukaryotic mechanisms mediating post-transcriptional regulation.

In eukaryotes, a large number of RNA binding proteins (RBPs) recognize and bind specifically to sequences in target mRNAs and are required for their processing, stability, subcellular transport, storage, and translation, with many of these RBPs being specifically associated with regulatory motifs within the untranslated regions (UTRs) of the mRNAs [6–13]. Trypanosomatids have an unusually large number of RBPs belonging to distinct functional families and with different mRNA binding domains. These include those with the RRM (RNA Recognition Motif), ZF (Zinc Finger), PUF (Pumilio) and ALBA (Acetylation Lowers Binding Affinity) domains [14–18]. Many reports have identified differentially regulated RBPs acting as post-transcriptional regulators of gene expression in trypanosomatids, usually binding to sequence elements located within the 3’ UTRs of mature transcripts [5,17–21]. Different mRNAs containing the same motifs and coding for functionally related proteins appear to be similarly regulated [22,23], but detailed mechanisms are generally not well defined.

The cytoplasmic poly(A)-binding proteins, PABPCs or simply PABPs (distinct from the NPABPs, nuclear and more functionally restricted), are the best known and the most abundant of the eukaryotic RBPs. They participate in most, if not all, mRNA associated events, a consequence of their high affinity to the 3’ end adenosine tract, the poly(A) tail, found in almost all eukaryotic mRNAs [24–27]. The PABPs interact with many other proteins, thus participating in various cellular events, with one of the best defined being translation. Within the cytoplasm, PABPs bound to the poly (A) tail interact with the translation initiation complex eIF4F bound to the cap structure of mature mRNAs, thus contributing to the formation of a closed loop structure that might enhance translation or promote translation re-initiation. eIF4F is a heterotrimeric complex of three subunits (eIF4E, eIF4G and the RNA helicase eIF4A) that facilitates the recruitment of the 40S ribosomal subunit to the mRNA. Its eIF4E subunit allows binding to the capped 5’ end of the mRNAs, while a direct interaction between eIF4G and PABP is likely to mediate many of the PABP roles in translation [25,28]. A variable number of PABP homologues can be found in different organisms, some of which may be simultaneously expressed [25,27,29], however the mechanisms by which different homologues can be specifically recruited to distinct sets of mRNAs, and their functional implications, still needs to be better defined.

Three PABP homologues (PABP1, PABP2 and PABP3) were identified in *Leishmania* and other trypanosomatid species with PABP3 found to be lost from the *Trypanosoma* lineage. *Leishmania* PABP2 and PABP3 co-precipitate together and both can migrate to the nucleus after transcription inhibition, while PABP1 remains predominantly in the cytoplasm [30,31]. Similarly, the *Trypanosoma brucei* PABP2, but not PABP1, can also accumulate in the nucleus upon stress conditions [31], reinforcing a nuclear role for PABP2, and PABP2/PABP3, in *Trypanosoma* and *Leishmania* species, respectively. Recent proteomic analysis showed that PABP2 interacts with a wider range of protein partners, while PABP1 co-precipitates with a smaller and distinct set of polypeptides [32,33]. In trypanosomatids, multiple eIF4F complexes have been identified based on several distinct homologues of their eIF4E (six) and eIF4G (five) subunits. The EIF4G3/EIF4E4 based complex, which requires EIF4AI, is so far the only one whose role in translation is better understood. This complex specifically co-immunoprecipitates with PABP1, with a novel and direct interaction between PABP1 and EIF4E4 having been identified [3,34–36]. The PABP1/EIF4E4 interaction is likely to be associated with a common mechanism of regulation, since both proteins were seen to be simultaneously phosphorylated in multiple serine/threonine residues, an event which in *T*. *brucei* was found to be mediated by at least one cell-cycle regulated protein kinase [33,36–38].

The evidence presented so far implies that the *Leishmania*/*Trypanosoma* PABP1 binds to mRNA populations that are distinct than those bound by PABP2 (or PABP2/PABP3 in *Leishmania*), even though both PABPs are abundant proteins that are simultaneously expressed [30–32]. Although there is still no clear explanation for this differential mRNA selection, it is likely to be mediated by RBPs interacting with specific protein partners and mRNA targets. Here, we carried out a search for RBPs specifically associated with each of the *Leishmania infantum* PABP homologues and we selected RBP23 and DRBD2, which co-precipitated with PABP1 or PABP2/PABP3, respectively, for further characterization. Reciprocal co-immunoprecipitation and mass-spectrometry analysis confirmed a strong association between RBP23 and PABP1, as well as with the EIF4E4/EIF4G3 complex, while DRBD2 was found to be more associated with PABP2 and a larger number of different protein partners. RNA immunoprecipitation of individual proteins followed by large-scale RNA-sequencing revealed specific mRNA populations co-precipitating with each PABP homologue as well as RBP23 and DRBD2. Noteworthy is the largely specific co-precipitation of mRNAs encoding ribosomal proteins with both PABP1 and RBP23, with these mRNAs mostly absent from those found with DRBD2 or the two other PABPs. The data presented in this study suggest a new mechanism for the selection of mRNAs encoding ribosomal proteins during translation initiation in trypanosomatids, with those mRNAs being targeted by both PABP1, as part of a larger repertoire of mRNAs, and more specifically by RBP23.

## Results

### Native *Leishmania major* PABPs co-immunoprecipitated distinct sets of mRNAs

Immunoprecipitation (IP) assays have previously shown that *Leishmania* PABP1 does not co-precipitate with either PABP2 or PABP3. In contrast, reciprocal assays have confirmed that PABP2 and PABP3 co-precipitate together [30]. Since multiple PABP molecules are expected to bind to a single mRNA molecule, lack of co-precipitation of PABP1 with the PABP2/PABP3 pair might reflect binding to different mRNA targets. In *T*. *brucei*, lacking PABP3, the PABP1 and PABP2 orthologues differ in their pattern of migration to starvation-stress granules, known to be associated with the bulk of cellular mRNAs. PABP1 and known protein partners are mainly absent from these granules which nevertheless are enriched with PABP2 and associated proteins and this has been interpreted as indicating that while PABP2 binds to most parasite transcripts, PABP1 is most likely associated with a subpopulation of mRNAs [32]. Here, to better define the functional distinctions between the *Leishmania* PABPs, we first investigated their mRNAs targets in *Leishmania major* using purified polyclonal sera generated against the three native paralogues. Following IP assays, co-immunoprecipitated mRNAs were extracted and sequenced by SOLiD. Transcripts with the highest number of reads and log_2_>2 enriched, when compared with the negative control (beads plus extracts but with the sera omitted) (S1 Table), were grouped according to a list of GO functional terms. These were modified as deemed fit to illustrate relevant differences between the proteins. mRNA targets co-precipitated with the three PABPs were generally restricted to transcripts encoding soluble proteins either known to be abundant or encoded by multiple genes. A total of 141 mRNAs were found to be enriched with PABP1, while PABP2 and PABP3 co-precipitated with 142 and 125 enriched transcripts, respectively. Although several putative targets were shared between the three *L*. *major* PABPs, the analysis revealed relevant differences in the percentages of mRNAs assigned to different GO categories (S1 Fig). A greater percentage of mRNAs encoding ribosomal proteins, grouped within the term “structural constituent—ribosome”, were found associated with PABP1 (~60% vs. ~32% and ~31% for PABP2 and PABP3, respectively). In contrast, both PABP2 and PABP3 have a higher proportion of mRNAs encoding proteins with either binding function (~28% and ~30% of the mRNAs for PABP2 and PABP3 vs. ~18% for PABP1) or catalytic (~17% and ~13% of the mRNAs vs. ~6% for PABP1) and transporter (~6% and 8% of the mRNAs vs. ~4% for PABP1) activities. The differences in bound mRNAs between PABP1 and PABP2/PABP3 is even more noticeable when only the top-most, log_2_>4 enriched, messages are considered (S1 Fig). Although 60% of the top-most enriched mRNAs with PABP1 encode ribosomal proteins, these transcripts represent only 22% and 10% of those co-precipitated with PABP2 and PABP3. As a comparison, histone mRNAs represent 15% of the top-most mRNAs with PABP1 while these same messages comprise 39% and 52% of the most enriched transcripts found with PABP2 and PABP3. These results are in agreement with PABP1 binding to distinct mRNAs from those associated with PABP2 or PABP3 and having a marked preference for mRNAs encoding ribosomal proteins, with the latter two proteins having much more similar mRNA association patterns.

### mRNAs co-immunoprecipitated with *L*. *infantum* HA-tagged PABPs

The polyclonal nature of the antibodies used for the set of IPs carried out for the native proteins might be associated with some degree of cross-reactivity and this might be one of the reasons for the overlap seen in mRNAs bound by PABP1 and the PABP2/PABP3 pair. We thus opted to carry out a more refined and independent experiment for the analysis of PABP-bound mRNAs using a previously described *L*. *infantum* cell line expressing PABP1 [33] and newly generated cell lines expressing either PABP2 or PABP3, all having an identical C-terminal HA epitope tag. When compared with the ectopic PABP1-HA, represented by isoforms indicative of phosphorylation events, both HA-tagged PABP2 and PABP3 were visualized as single bands in whole cellular extracts derived from the transfected cell lines (S2 Fig). Cytoplasmic extracts of these cell lines were then prepared after lysis through cavitation, in the absence of any detergent, and then used in IPs performed with monoclonal antibodies immobilized on magnetic beads and directed to the HA tag, therefore avoiding cross-reacting events. As negative controls, parallel IPs were performed using cytoplasmic extracts made from cells having no HA-tagged protein. Co-purified mRNAs were extracted from the IPs and used for Illumina sequencing. 

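The counts for the HA-tagged PABPs come from 12 libraries, 3 replicates each of the IPs from cells expressing PABP1-HA, PABP2-HA or PABP3-HA and of the control IPs from cells with no tagged protein. The authors trimmed the reads, mapped them to the *L*. *infantum* genome and counted them per gene, and the deposited counts carry no normalization. Between 29848 and 112703 reads per IP library were counted on the 8591 genes, against 4520, 2155 and 2685 reads in the 3 control libraries. In these controls 42, 7 and 20 genes had at least 10 counts, so that most control values rest on a few reads. Reads on genes made up 5.46% to 25.3% of all the reads tallied for a library. All 12 libraries were fitted together with edgeR (TMM scaling, filterByExpr with a minimum count of 10), which left 1003 mRNAs to test, and each IP was compared with the controls by the quasi-likelihood F test with Benjamini-Hochberg adjustment. An mRNA was called enriched at a log2 fold change of at least 2 and an adjusted p under 0.05, the thresholds that the paper's methods give. Of the tested mRNAs, 94 had no count in any control library. For such an mRNA the fold is given as a lower bound, against a floor of 3 counts over the 3 control libraries pooled, and for an mRNA with 1 to 3 control counts as the ratio of the pooled CPM (counts scaled to the TMM-adjusted size of the library) with its exact 95% interval. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. The median log2 fold change of all tested mRNAs was 0.97 for PABP1-HA, 0.77 for PABP2-HA and 0.74 for PABP3-HA. With DESeq2-type size factors (RLE) in edgeR it was 0.34, 0.32 and 0.35, and with library sizes alone it was -0.50, 0.11 and -0.03. The calls use the fitted values without subtracting these medians, so every number of calls against the control depends on the scaling. Bounds and ratios move by the same scaling. Those given under TMM are to be multiplied by 0.644, 0.733 and 0.769 for PABP1-HA, PABP2-HA and PABP3-HA with RLE, and by 0.356, 0.631 and 0.594 with library sizes alone.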

The new approach uses different lysis method, antibody and immunoprecipitation/sequencing strategies.

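The 361 entries that S2 Table gives for the HA-tagged PABPs, 108 for PABP1, 135 for PABP2 and 118 for PABP3, were looked up by identifier in the deposited counts. All were found, and 74, 109 and 89 of them passed the filter on low counts. Both thresholds were met by 67 entries for PABP1, 47 for PABP2 and 33 for PABP3. Adjusted over the list alone, the numbers were 67, 63 and 53, which is not independent evidence because the study chose the lists on these libraries. The listed identifiers had a median of 171, 111 and 114 reads over the 3 IP libraries and of 4, 3 and 3 reads over the 3 control libraries. By CPM, 37 of the 113 PABP1 identifiers, 30 of the 135 PABP2 identifiers and 30 of the 118 PABP3 identifiers lay below the control under TMM, RLE and library-size scaling alike. For each of these 97 identifiers the exact 95% interval of the IP to control ratio excluded a 4-fold enrichment. Among the PABP1 identifiers, 15 had no read in any of the 3 PABP1-HA libraries and 3 or 4 reads in the controls, and 4 of the PABP3 identifiers had none with PABP3-HA and 2 in the controls. One of the first group, LINF_070017300, singled out after its values were seen, had 4 control reads, and the paper's listed log2 value for it is 4.13.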

The full set of mRNAs identified with the new IP approach are listed in the S2 Table. A first analysis using a Volcano plot confirms a much-reduced overlap in mRNAs bound by PABP2 or PABP3 vs. PABP1. In contrast, no significant differences between the mRNAs associated with PABP2 or PABP3 can be detected (S3 Fig). 

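Direct comparisons between the IPs do not pass through the control libraries with their low counts. Between PABP2-HA and PABP1-HA, 170 of the tested mRNAs differed by at least 4-fold at an adjusted p under 0.05 (edgeR's quasi-likelihood test, n = 3 libraries each), 33 of them higher with PABP2-HA and 137 lower. Of those lower, 113 encode ribosomal proteins. Between PABP3-HA and PABP1-HA, 134 mRNAs differed, 22 higher with PABP3-HA and 112 lower, of which 98 encode ribosomal proteins. DESeq2 gave 172 and 130 mRNAs at the same thresholds. The split between higher and lower depended on the scaling. With library sizes only, 149 mRNAs were higher and 100 lower with PABP2-HA, and 77 higher and 61 lower with PABP3-HA, and the median of all tested mRNAs moved from 0.17 to 0.98 and from 0.08 to 0.79.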

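In the direct comparison of PABP3-HA with PABP2-HA, 2 mRNAs passed both thresholds, both higher with PABP3-HA. They are named here after their values were seen. LINF_350057000 had a log2 fold change of 2.63 (standard error 0.40, adjusted p = 8.57e-08 from edgeR's quasi-likelihood test) and LINF_330006800 one of 2.11 (standard error 0.56, adjusted p = 0.0416 from the same test). At any fold change 4 mRNAs had an adjusted p under 0.05, and 124 had an unadjusted p under 0.05. DESeq2 called 1 mRNA at both thresholds and 9 at any fold change. Without PABP2-HA replicate 3 edgeR called 6 mRNAs, and it called 1 without PABP2-HA replicate 1, without PABP2-HA replicate 2, without PABP3-HA replicate 1 or without PABP3-HA replicate 3. Across the tested mRNAs, which are not independent replicates, the log2 fold changes against the control had a Pearson correlation of 0.958 between PABP2-HA and PABP3-HA, 0.837 between PABP1-HA and PABP3-HA and 0.755 between PABP1-HA and PABP2-HA. These comparisons share their control libraries. In 20 simulations of unchanged IPs against the same controls the correlation was 0.954 at the median, with a range of 0.945 to 0.969, so the value for PABP2-HA and PABP3-HA is no larger than the shared controls alone can give.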

A total of 108 mRNAs were found to co-precipitate with PABP1, fulfilling the criteria of log_2_ fold enrichment greater than two (Fig 1). 

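With PABP1-HA, 198 mRNAs were called enriched and 25 depleted. The split depended on the scaling, with 69 and 58 under DESeq2, 85 and 41 with RLE, and 23 and 106 with library sizes only. Of all 1003 tested mRNAs, 384 (38.3%) had every IP library above every control library by CPM, and 197 of the 198 called ones did. Chance would give 5.00% in this direction for libraries of like depth. The controls hold far fewer reads and many of their values are 0, so that figure is no fair measure here. The separation is thus no separate evidence of enrichment. No control count stood behind 48 of the calls, and 1 to 3 control counts behind 65. The alternative that moved the number most was a fit of PABP1-HA and the controls alone, in which 273 mRNAs passed the filter and 9 were called. Without PABP1-HA replicate 3 it was 313. The 5 mRNAs with the highest fitted values had no control count. LINF_350022600 (proteasome subunit Rpn13) had 39, 39 and 26 reads in the PABP1-HA libraries and was, under TMM scaling, at least 4.70-fold higher than in the controls (1.67-fold with library sizes, the lowest of the 3 scalings). Under TMM and with library sizes, the fructose-1,6-bisphosphate aldolase mRNA LINF_360018400 was at least 4.70-fold and 1.67-fold higher, the transporter LINF_290014600 at least 4.34-fold and 1.54-fold, the small nuclear ribonucleoprotein LINF_270026800 at least 4.16-fold and 1.48-fold and the 60S ribosomal protein L7a LINF_070010500 at least 4.25-fold and 1.51-fold, the last of which lost its call with library sizes only (adjusted p = 0.0566, edgeR). The first entry of the paper's list for PABP1, the 60S ribosomal protein L23 LINF_350043400, had 101, 131 and 117 reads against 3, 0 and 0 in the controls, a ratio of 15.8 under TMM (95% interval 5.35 to 76.8) and of 5.61 with library sizes.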

Forty-five of the enriched transcripts (~42%) are mRNAs encoding ribosomal proteins, 10 (~9%) encode enzymes with “catalytic activity” and 26 (24%) encode proteins classified with the term “binding function”. 

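Ribosomal protein mRNAs were defined by a product description in S2, S3, S5 or S7 Table that names a 40S or 60S ribosomal protein. Those without a description count as other mRNAs, so numbers and shares of called ribosomal protein mRNAs are lower bounds throughout the PABP results. Of the 161 mRNAs called with PABP1-HA alone, 111 are described. Ribosomal protein mRNAs made up at least 96 of the mRNAs called with PABP1-HA, or 48.5% (exact 95% interval 41.3% to 55.7%), and 12.0% of the mRNAs tested. Of the 120 tested, 80.0% were called. DESeq2 moved the share most, to 69.6% of the 69 mRNAs it called. The ribosomal protein mRNAs had a median log2 fold change of 2.79 against 0.74 for the other mRNAs, and 119 of the 120 lay above the median of the others. With the 94 mRNAs without a control count placed at their lower bounds under TMM, the medians were 2.63 and 0.54. As a set they ranked above the other mRNAs (limma's camera with a preset correlation of 0.01, two-sided, p = 4.2e-49), also by fry (p = 0.000233) and by camera with an estimated correlation (p = 0.0061). With library sizes only the medians were 1.29 and -0.73. In 99 of the 120 cases the name is shared by several gene copies, so the values of single copies are uncertain. The counting could have split reads between the copies or left out those that match more than 1. Reads set aside for low alignment quality made up 20.3% to 62.2% of all reads tallied for a PABP library, and their genes are not known. The GO classes of the other mRNAs were not analysed here.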

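With PABP2-HA 51 mRNAs were called enriched and 3 depleted, and with PABP3-HA 43 were called enriched and 3 depleted. The split depended on the scaling here too. Enriched and depleted mRNAs were 7 and 19 with PABP2-HA and 7 and 14 with PABP3-HA under DESeq2, 11 and 16 and 17 and 6 with RLE, and 6 and 22 and 7 and 14 with library sizes only. All of the enriched calls had every IP library above every control library, which with so few control reads is no separate evidence. Among them 19 with PABP2-HA and 10 with PABP3-HA had no control count, and 21 and 16 had 1 to 3 control counts. At an unadjusted p under 0.05 the numbers enriched were 167 and 160. Leaving out 1 library changed the numbers by more than 1.5 times. For PABP2-HA they were 110 without replicate 1, 78 without replicate 2 and 138 without replicate 3, and for PABP3-HA 153, 113 and 107 without replicates 1, 2 and 3 and 69 without control replicate 1. A fit with fewer libraries keeps more mRNAs after the filter on low counts, between 1230 and 1528 when an IP library of PABP2-HA or PABP3-HA is left out. The highest fitted values again belonged to mRNAs without a control count. With PABP2-HA, the cytochrome c1 mRNA LINF_070005600 was under TMM at least 3.99-fold higher than in the controls (2.51-fold with library sizes, the lowest of the 3 scalings) and the aldolase mRNA LINF_360018400 at least 3.96-fold (2.50-fold). The mRNAs LINF_320010200 (Rab4), LINF_360048000 (S-adenosylhomocysteine hydrolase) and LINF_050005000, at least 3.05-fold, 3.08-fold and 2.75-fold higher (1.93-fold, 1.94-fold and 1.73-fold with library sizes), lost their calls under DESeq2 and with library sizes only. With PABP3-HA, LINF_360018400 was at least 4.52-fold higher under TMM and 2.69-fold with library sizes. LINF_360048000, LINF_290014600, LINF_350022600 and LINF_320010200 were at least 3.73-fold, 2.90-fold, 2.88-fold and 2.67-fold higher (2.22-fold, 1.73-fold, 1.71-fold and 1.59-fold with library sizes), and these 4 also lost their calls under both alternatives. The first entries of the paper's lists, LINF_130022300 for PABP2 and LINF_010007900 for PABP3, had ratios under TMM of 13.4 (95% interval 3.68 to 111) and 13.5 (3.70 to 112), and of 8.45 and 8.00 with library sizes. Each ratio rests on 2 control reads, both in control replicate 1. With 1 library left out the log2 fold changes ranged from 3.56 to 9.42 and from 3.57 to 9.43.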

PABP2 and PABP3 co-precipitated a total of 135 and 118 transcripts, respectively. For both PABPs, mRNAs encoding ribosomal proteins represented only ~2% of the co-precipitated transcripts, while 24% to 26% of those encode proteins with “catalytic activity” and roughly 30% encode proteins classified with “binding function”. 

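Of the mRNAs called with PABP2-HA 1 encodes a ribosomal protein, or 1.96% (exact 95% interval 0.050% to 10.4%), and the same holds for PABP3-HA, where the share is 2.33% (0.059% to 12.3%). It is the same mRNA in both, the 40S ribosomal protein S6 LINF_150022800, named here after its values were seen, with a log2 fold change of 2.70 (standard error 0.66, adjusted p = 0.0049, edgeR) with PABP2-HA and 2.36 (standard error 0.67, adjusted p = 0.0152, edgeR) with PABP3-HA. With fold change and an unadjusted p under 0.05, 3 and 9 ribosomal protein mRNAs passed. The 120 ribosomal protein mRNAs had a median log2 fold change of -0.60 with PABP2-HA against 0.88 for the other mRNAs, and of 0.09 with PABP3-HA against 0.86. Placing mRNAs without a control count at their bounds under TMM gave -0.67 against 0.72 and -0.13 against 0.68. They ranked below the other mRNAs with PABP2-HA (camera, p = 1.04e-21) and with PABP3-HA (p = 3.81e-07), where an exact test over 3 libraries against 3 cannot go below 0.1. For PABP2-HA this held with an estimated correlation (p = 0.0423) but not by fry (p = 0.225), and for PABP3-HA under neither (p = 0.249 and p = 0.855). The PABP3-HA result also rested on single libraries, with a camera p of 0.548 without PABP3-HA replicate 3 and of 0.418 without control replicate 3. Without the filter on low counts camera placed the set above the others with PABP3-HA at a p of 0.0686, although its median of 0.93 stayed below their 2.63. Catalytic activity and binding function were not analysed here.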

Other GO functional categories were generally poorly represented among the mRNAs found associated with the three proteins. Noteworthy however, is the increased presence of histone mRNAs associated with PABP3 (six different transcripts–~5%) in comparison with both PABP2 (two transcripts– 1.5%) and PABP1 (one transcript—<1%), although the mRNAs co-precipitated with the HA-tagged *L*. *infantum* PABPs are not as enriched with histone transcripts as those co-precipitated with their native *L*. *major* orthologues (see S1 Table).

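Of 7 histone mRNAs tested, 5 were called with PABP3-HA, 2 with PABP2-HA and 0 with PABP1-HA (edgeR), and with fold change and an unadjusted p under 0.05 the numbers were 6, 3 and 0. DESeq2 called 2, 0 and 0. The mRNAs called with both PABP2-HA and PABP3-HA encode histone H1 (LINF_270018300 and LINF_270018800), and those called with PABP3-HA only encode H2B (LINF_190005300), H2A (LINF_210016700) and H4 (LINF_360005100), all 5 named here after their values were seen. Compared directly, the histone mRNAs ranked higher with PABP3-HA than with PABP2-HA (camera, p = 0.00826, and fry, p = 0.013, with 0.1 the smallest p of an exact test over the libraries), with a median log2 fold change of 0.49 against -0.01 for the other mRNAs and 6 of 7 above 0. Without PABP2-HA replicate 1 the p was 0.0576. Without PABP3-HA replicate 1 the median of the 8 histone mRNAs then tested was -0.06, with 3 above 0, although the test still placed them higher at a p of 0.0294. None of the 7 passed both thresholds on its own in this comparison. The *L*. *major* libraries were not used here.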

**Fig 1:**
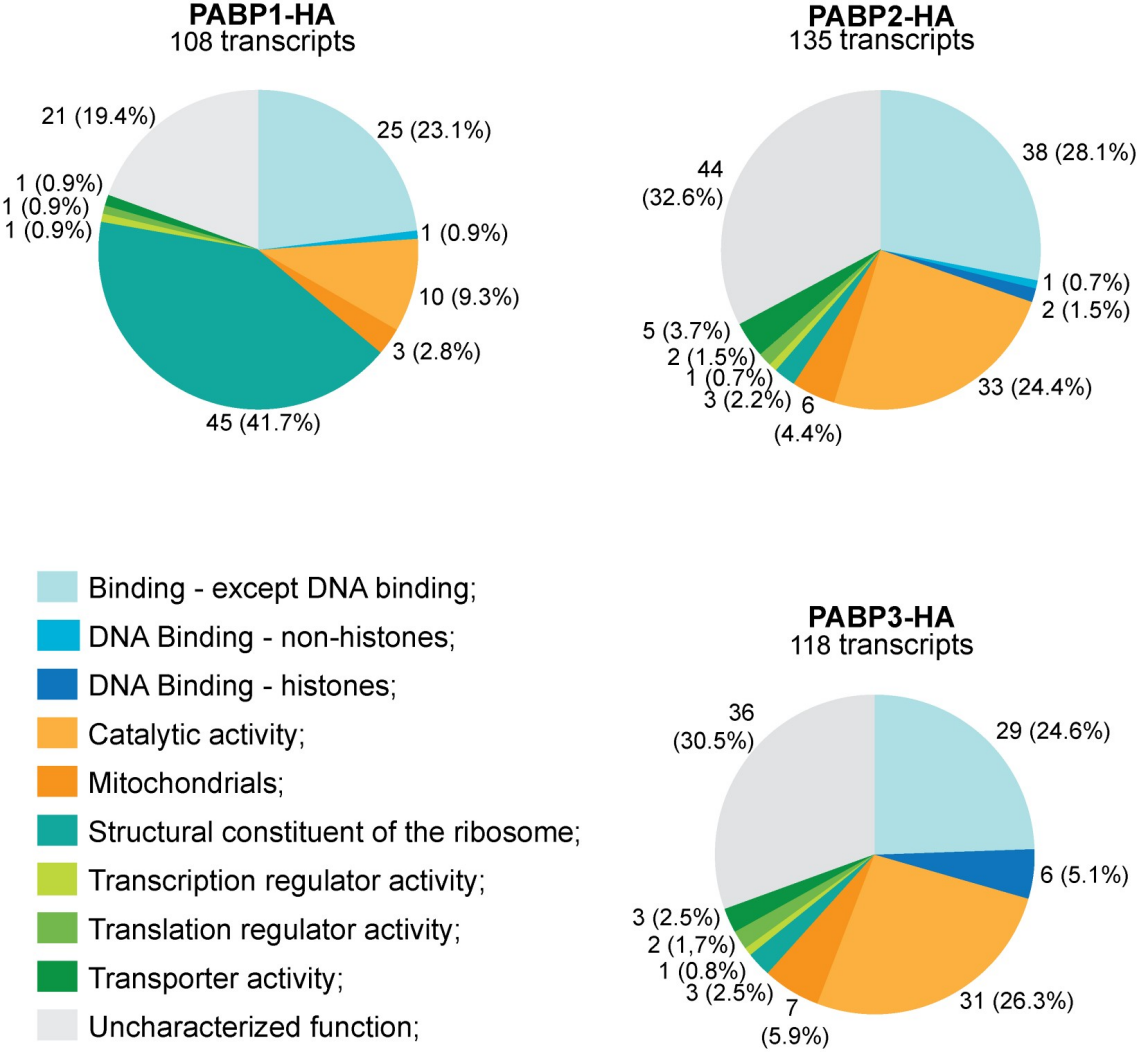
Analysis of mRNA populations associated with the three HA-tagged *Leishmania infantum* PABPs. mRNA groups associated with the recombinant HA-tagged PABP1, PABP2 and PABP3 from *L*. *infantum* (Illumina sequencing). Enriched genes in at least two of three available RNA-seq datasets were manually classified and grouped using the gene ontology (GO) terms according to their molecular function. ‘Enriched’ means at least 2-fold more abundant than in the negative control.

To better define the mRNAs specifically bound by individual HA-tagged PABPs and also to identify those commonly bound by distinct PABP pairs, we did a Venn diagram analysis of the transcripts co-precipitated with the three HA-tagged *L*. *infantum* PABPs (S4 Fig). 

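Among the mRNAs called with PABP1-HA, 161 were called with neither PABP2-HA nor PABP3-HA, and 95 of these encode ribosomal proteins. With DESeq2 they were 65, of which 47 encode ribosomal proteins, and with library sizes only 21, of which 13 do. In fits with 1 library left out they were 122 to 261, of which 94 to 117 do. A call with 1 protein and not with another is not a difference between them, so these mRNAs were also compared directly. Of the 161, 103 were at least 4-fold higher with PABP1-HA than with PABP2-HA and 89 than with PABP3-HA at an adjusted p under 0.05 (edgeR), while 159 and 154 had a higher fitted value with PABP1-HA at any size or p.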

A total of 66 mRNAs bound exclusively to PABP1, with 43 of those encoding ribosomal proteins. 

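With PABP2-HA alone 20 mRNAs were called, and with PABP3-HA alone 9. With 1 library left out the first number ranged from 6, without PABP3-HA replicate 1, to 83, without PABP2-HA replicate 3, and the second from 5, without PABP1-HA replicate 2 or 3, to 60, without PABP3-HA replicate 1. In the direct comparisons 0 of the 20 were at least 4-fold higher with PABP2-HA than with PABP3-HA, both by edgeR at an adjusted or unadjusted p under 0.05 and by DESeq2, and 6 of them were higher by any amount at an unadjusted p under 0.05. Against PABP1-HA, 2 of the 20 passed both thresholds by edgeR and 4 by DESeq2, 16 had an unadjusted p under 0.05 at any fold change, and all 20 had a higher fitted value with PABP2-HA. Of the 9, 1 passed both thresholds against PABP2-HA by edgeR and 1 by DESeq2, 5 had an unadjusted p under 0.05 at any fold change, and all 9 had a higher fitted value with PABP3-HA. None of the 9 was higher than with PABP1-HA at both thresholds by edgeR, where 5 reached an unadjusted p under 0.05 at any fold change, and DESeq2 called 1.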

Meanwhile, 59 mRNAs bound exclusively to PABP2 and 37 to PABP3. PABP2 was associated with a larger number of mRNAs encoding hypothetical or uncharacterized proteins while the histone mRNAs were preferentially associated to PABP3. 

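PABP1-HA and PABP2-HA, without PABP3-HA, shared 9 called mRNAs, PABP1-HA and PABP3-HA shared 12, and PABP2-HA and PABP3-HA shared 6, of which 2 encode histones. With 1 library left out these ranged from 0 to 24, from 5 to 51 and from 4 to 20. With those called for all 3 proteins, PABP2-HA and PABP3-HA had 22 in common. That number was 42, 39 and 39 without PABP3-HA replicates 1, 2 and 3 and 39 without control replicate 1. Comparisons with the same controls share mRNAs by chance. At a log2 fold change of at least 2 with no FDR requirement, 205 mRNAs passed with PABP2-HA and 202 with PABP3-HA, and 166 were shared, or 82.2% of the smaller number. In 20 simulated pairs of unchanged IPs against the same controls this share was 82.9% at the median, with a range of 74.5% to 87.5%. The simulated lists were smaller, with a median of 100.5 mRNAs each and 73 to 92 in common. At both thresholds the simulated IPs had at most 3 calls each and 0 in common in all 20 draws. Shared controls can thus give a share as large by fold alone. The simulated IPs held no enriched mRNA, so few calls at both thresholds were fixed in advance. The simulations therefore cannot tell how far shared controls account for the 22 calls in common.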

As expected, PAPB2 and PABP3 shared more mRNAs (45 total) than PABP1 and PABP2 (eight) or PABP1 and PABP3 (eleven). Twenty-three mRNAs, however, co-precipitated with all three proteins. 

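With all 3 PABPs 16 mRNAs were called, all of them described in the paper's tables and 1 of them encoding a ribosomal protein. The number was 3 with DESeq2, 1 with library sizes only, 45 without the filter on low counts and 133 with no FDR requirement. Leaving 1 library out gave 17 to 31, the highest without control replicate 1. The aldolase mRNA LINF_360018400, called in all 3, had 104, 144 and 176 reads over the 3 libraries of PABP1-HA, PABP2-HA and PABP3-HA and 0 in the controls.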

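The preference for ribosomal protein mRNAs was tested between the IPs themselves. Relative to the other mRNAs, the ribosomal protein mRNAs had a median log2 fold change of 3.58 between PABP1-HA and PABP2-HA (camera, p = 6e-122) and of 2.80 between PABP1-HA and PABP3-HA (p = 9.43e-128), while an exact test over the libraries cannot go below 0.1. Before subtracting the other mRNAs the medians were 3.22 and 2.61, and 119 and 120 of the 120 mRNAs were higher with PABP1-HA. The set that S3 Table lists from mass spectrometry, 66 mRNAs chosen without these libraries, gave medians of 3.23 and 2.77 and camera p of 7.21e-60 and 2.76e-63. Scaling with library sizes only left medians of 2.40 and 1.89 toward PABP1-HA.

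**Figure D1:**
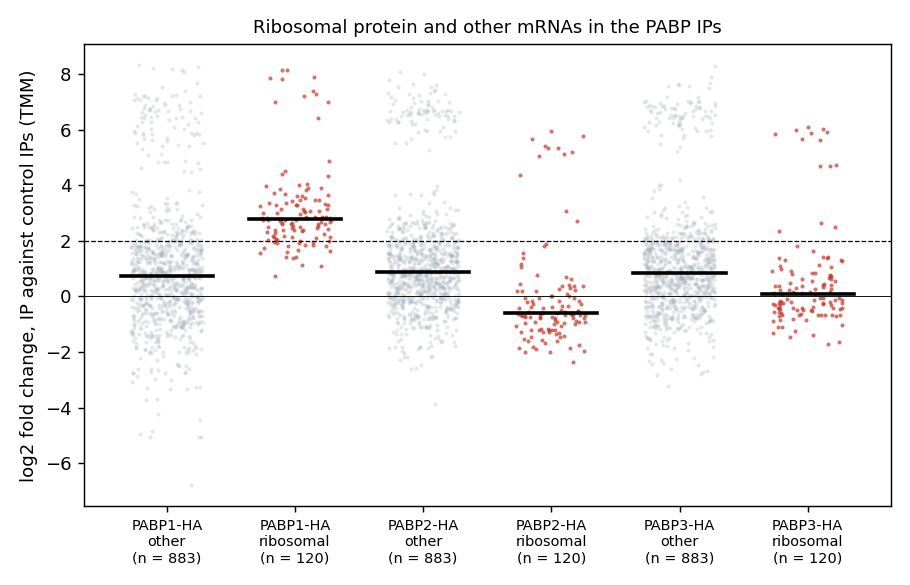
Log2 fold change of each tested mRNA in the 3 PABP IPs against the control IPs (vertical axis, TMM scaling), for 883 other mRNAs (grey) and 120 ribosomal protein mRNAs (red), with black bars at the medians and a dashed line at a log2 fold change of 2. The red median lies at 2.79 with PABP1-HA, -0.60 with PABP2-HA and 0.09 with PABP3-HA, and the separate cloud of high points holds mRNAs without a control count, whose fitted values depend on the prior count.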

Overall, the experiment with the HA-tagged proteins proved to be more specific than the one with the native proteins, with PABP1 having a clear preference for mRNAs encoding ribosomal proteins and those being noticeably absent from the transcripts associated with PABP2 or PABP3.

### *Leishmania* PABPs co-immunoprecipitate and interact with distinct RNA-binding proteins

Aside from their strong specificity for poly(A) sequences, PABPs have no known sequence specific affinity which could justify their selective binding to different sets of mRNAs. Binding to poly(A) has been shown to be mediated by specific residues within the PABPs’ RRMs 1 and 2, which are generally conserved in *Leishmania* PABP1 and PABP3, whereas substitutions in these residues have been identified for PABP2 which might lead to changes in sequence binding specificity [30]. For *Leishmania* PABP1 at least, and most likely for the PABP2/PABP3 pair as well, their recognition of specific mRNAs targets might require the assistance of partner RBPs with distinct RNA binding specificities. Here, putative RNA binding proteins that might be involved in specific mRNA recognition were initially identified in a pilot mass spectrometry analysis of the proteins co-immunoprecipitated with the three HA-tagged *L*. *infantum* PABPs (S5 Fig). These experiments led to the identification of RNA-binding proteins specifically associated with PABP1 (RBP23 and the uncharacterized LINF_180008000), PABP2 (DRBD2) or the three proteins (ZC3H41). Here we opted to investigate further both RBP23, confirmed to be strictly associated with PABP1 in both *Leishmania* and *T*. *brucei* [32,33], and DRBD2.

In *T*. *brucei*, RBP23 is a cytoplasmic protein with a reticulated distribution, while DRBD2 was also localized within the cytoplasm, but distributed in the perinuclear region [39]. Both are small proteins characterized by the presence of RRM domains at their extremities, with the C-terminal RBP23 RRM and the two DRBD2 domains already mapped when these two proteins were originally described [40]. A second atypical RRM-like domain is also identifiable for RBP23 using current secondary structure and domain prediction tools, mapped to its N-terminus. To first confirm if direct interactions occur between RBP23 or DRBD2 and the *Leishmania* PABP homologues, both *RBP23* and *DRBD2* genes were cloned and the corresponding proteins used for *in vitro* pull-down assays. The three PABPs were first expressed in *Escherichia coli* with an N-terminal Glutathione S-transferase (GST) tag. After immobilization in Glutathione Sepharose these were then incubated with ^35^S-labeled RBP23 or DRBD2, produced by *in vitro* transcription/translation. The two ^35^S-labeled proteins bound to all three GST-tagged PABPs, with no binding seen for the negative GST control (Fig 2). However, a stronger signal was observed for both labeled proteins with PABP1, presumably indicating a stronger interaction. These results confirm the ability of both RBP23 and DRBD2 to directly interact with the *Leishmania* PABPs, with their binding motifs likely being conserved within different PABP sequences. Nevertheless, the lack of specificity seen *in vivo* by the co-immunoprecipitation assays, not only between RBP23 and PABP1 but also between DRBD2 and PABP2, indicates that this specificity might require binding to their mRNA targets or other protein partners.

**Fig 2:**
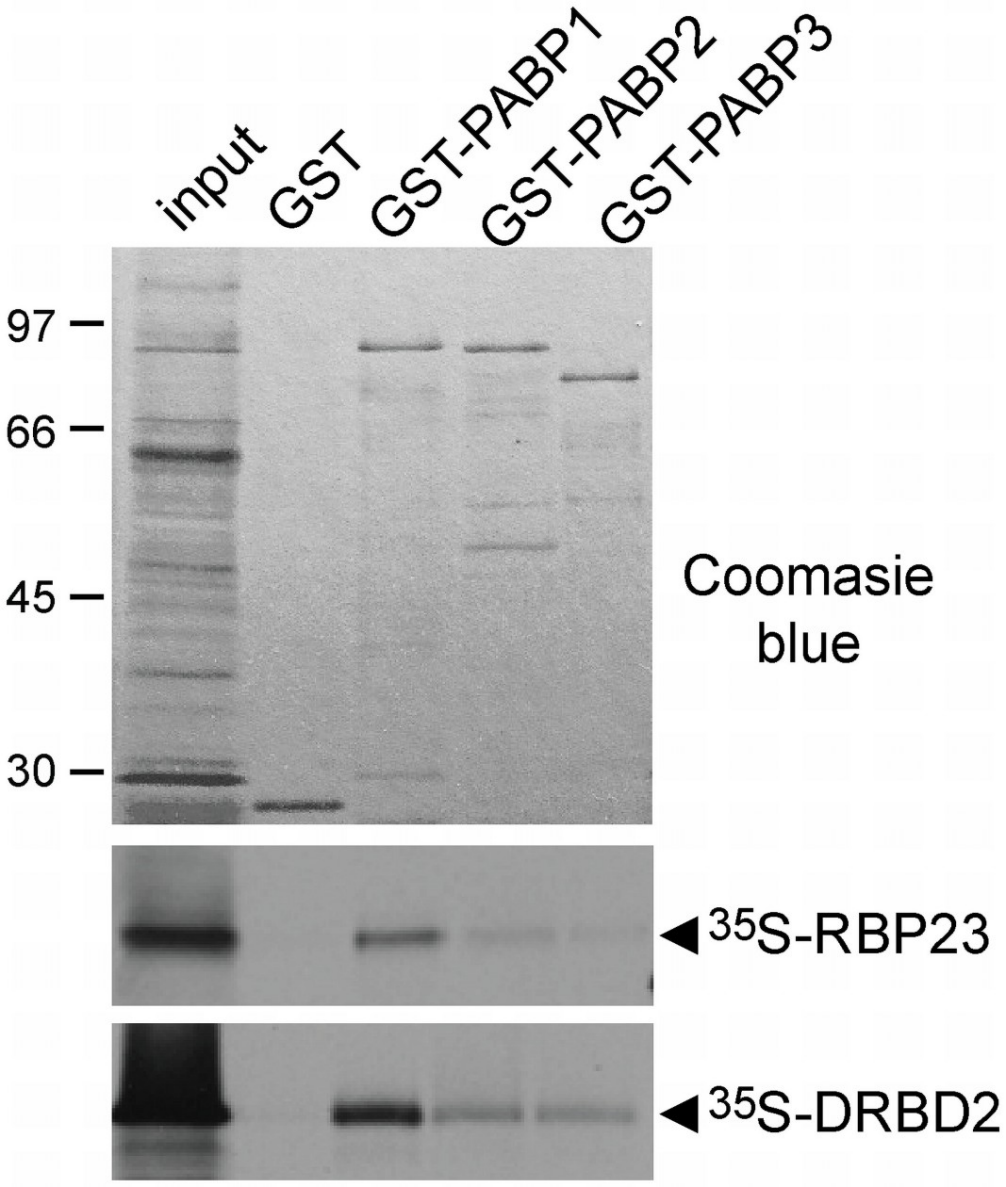
Protein-protein interaction assays investigating the direct binding between the *L*. *infantum* PABPs and their putative RBP23 and DRBD2 partners. Pull down assays between radiolabeled RBP23 or DRBD2 and three recombinant PABPs. The upper panel shows the Coomassie-blue stained gel indicating the radiolabeled protein input, the GST recombinant (negative control) and the GST-PABP homologues. The panels below are autoradiographs showing the result of the interactions between radiolabeled RBP23 or DRBD2 and recombinant proteins. The RBP23 and DRBD2 recombinant proteins are indicated by arrows.

### RBP23 binding partners

To fully investigate the RBP23 and DRBD2 interactions *in vivo*, both proteins were ectopically expressed in *L*. *infantum* with a C-terminal HA-tag. As for the PABPs, expression was confirmed with the anti-HA antibody in exponentially grown promastigotes, with both proteins migrating as single bands in agreement with predicted sizes (Fig 3A). No isoforms suggestive of post-translational modifications were seen. Cytoplasmic extracts were then generated, and preliminary IPs performed. The amount of RBP23 detected in the cytoplasmic extract and/or IPs was generally much lower than that observed for DRBD2 (Fig 3B), contrasting with equivalent levels of expression for both proteins in whole cell extracts. RBP23 is thus likely to be much more susceptible to degradation than DRBD2.

**Fig 3:**
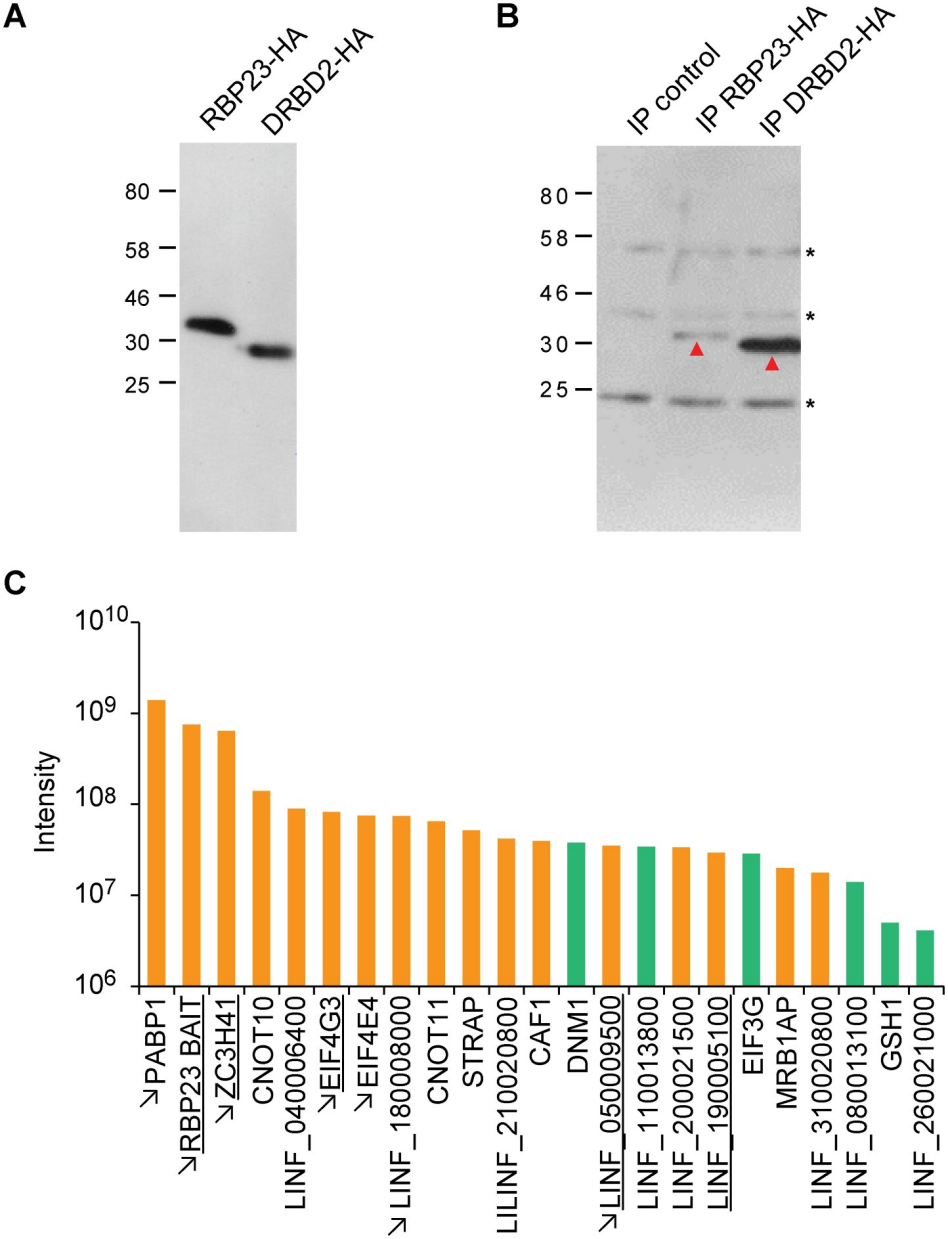
Expression of HA-tagged RBP23 and DRBD2 proteins and the top- co-purifying partners with RBP23. (**A**) Immunodetection of RBP23-HA or DRBD2-HA with monoclonal anti-HA antibody in whole *L*. *infantum* cell extracts expressing RBP23-HA or DRBD2-HA. (**B**) Immunodetection of the two HA-tagged proteins after immunoprecipitations with anti-HA beads using cytoplasmic extracts from the same *L*. *infantum* lines as well as from cells lacking HA-tagged proteins (IP control). The red arrows highlight the immunoprecipitated proteins, with the asterisks indicating IgG related bands. (**C**) Bar chart with proteins co-precipitated with RBP23 and having an enrichment strength defined as ‘+++’ (orange) and ‘++’ (green), according to Table 2. Proteins co-precipitated with both *L*. *infantum* HA-tagged PABP1 [33] and RBP23 are indicated by arrows. Proteins found to co-precipitate also with DRBD2 are underlined.

To confirm the interaction with PABP1 and to identify additional protein partners of functional relevance, proteins co-immunoprecipitated with the HA-tagged RBP23 were next submitted to mass-spectrometry. For these assays we used extracts that were not RNase treated so that both directly bound partners as well as proteins bound to the same mRNAs as RBP23 would be precipitated. Normalized intensities from two sets of replicates, and with a minimum of two peptides found for each replicate, were first used to generate a full list of proteins enriched 1.5-fold or more with RBP23 in comparison to the negative control (S3 Table). For a more detailed analysis, we first considered only co-precipitated proteins that were enriched by four-fold or more in comparison with the control. These were categorized, based on both the intensity values and the ratio of enrichment, according to the “strength” of association with RBP23 (Tables 1 and S4). Proteins classified within the top two categories, possibly reflecting more robust associations, are summarized in Fig 3C. PABP1 was found to be foremost among those, being the top-most protein in intensity and with a greater than 65-fold enrichment. In contrast, although PABP2 can be considered high ranking among the co-precipitated proteins listed in the S3 Table, due to its overall intensity value, it is only enriched between three- to four-fold, similarly to PABP3. EIF4G3 and EIF4E4 are also among the top-most proteins enriched with RBP23, as well as three other proteins previously shown to specifically co-precipitate with the *L*. *infantum* HA-tagged PABP1 [33]: the zinc-finger ZC3H41; the uncharacterized LINF_180008000; and LINF_050009500, another uncharacterized protein structurally similar to Skp1 (S-phase kinase associated protein 1).

**Table 1:** Proteins *specifically* co-immunoprecipitating with *L*. *infantum* RBP23.

TRITrypDB ID	Name	Description	Intensity	Ratio	Strength
**Bait**					
**→**LINF_170011800	RBP23	RNA-binding protein 23	7.6x10^8^	291.1	+++
**Translation initiation factors and partners**					
**→**LINF_350055900	PABP1	Poly(A)-binding protein 1	1.4x10^9^	66	+++
**→** LINF_160022100	EIF4G3	Eukaryotic translation initiation factor 4G3	8.3x10^7^	25.4	+++
**→**LINF_300009600	EIF4E4	Eukaryotic translation initiation factor 4E4	7.5x10^7^	129.8	+++
LINF_340033000	EIF3G	Eukaryotic translation initiation factor 3 G	2.9x10^7^	4.3	++
LINF_330010200	4E1-IP2	EIF4E1-interacting protein 2	2.1x10^6^	6.5	-
LINF_270023100	EIF4E1	Eukaryotic translation initiation factor 4E1	1.7x10^6^	4.8	-
**RNA-binding proteins and related**					
**→** LINF_270019700	ZC3H41	CCCH-Zinc finger 41	6.5x10^8^	10.1	+++
LINF_270018900	STRAP	Serine-threonine kinase receptor-associated protein	5.2x10^7^	6.1	+++
LINF_110015300	MRB1AP	Mitochondrial-associated protein	2x10^7^	36.8	+++
LINF_300016700	TRRM2	Three RRMs containing protein 2	6.8x10^6^	7.8	-
LINF_310020800	PuREBP1	Purine-Responsive Element Binding Protein 1	1.8x10^7^	13.7	+++
**Polyadenylation and Deadenylation**					
LINF_360070900	CNOT10	CCR4-NOT complex subunit 10	1.4x10^8^	7.9	+++
LINF_230005100	CNOT11	CCR4-NOT complex subunit 11	6.5x10^7^	7.3	+++
LINF_220022600	CAF1	CCR4-associated factor	4x10^7^	10.7	+++
LINF_240005900	PAP	Poly A polymerase, regulatory subunit	3.3x10^6^	11.8	-
LINF_100018400	PBP1	PAB1-binding protein	2.3x10^6^	5.6	-
**Enzymes**					
LINF_180022300	GSH1	Gamma-glutamylcysteine synthetase	5x10^6^	11	++
LINF_060014300	DHFR-TS	Dihydrofolate reductase-thymidylate synthase	3x10^6^	5.9	-
LINF_300036300		tRNA (Guanine-1)-methyltransferase	7.6x10^5^	5.2	-
**Intracellular transport and cell motility**					
LINF_290029700	DNM1	Dynamin-1-like protein	3.8x10^7^	5	++
**Uncharacterized proteins with identifiable domains**					
→LINF_180008000		Protein with NFT2 and RRM domains	7.4x10^7^	23.9	+++
LINF_210020800		PPR domain protein	4.2x10^7^	16.4	+++
→LINF_050009500	Skp1-like	Skp1 (S-phase kinase-associated protein 1)—like	3.5x10^7^	10.6	+++
LINF_080013100		BAR domain protein	1.4x10^7^	11.7	++
LINF_260021000		RING-zinc finger protein	4.1x10^6^	12.2	++
**Other selected uncharacterized proteins**					
LINF_040006400			9x10^7^	15.6	+++
LINF_110013800			3.4x10^7^	4.1	++
LINF_200021500			3.4x10^7^	81.4	+++
LINF_190005100			2.9x10^7^	10.3	+++

The polypeptides listed are also detailed in the S3 Table and includes only identified proteins which fit into the following parameters: two or more peptides found for each *RBP23* replicate; a minimum of 4-fold (4x) enrichment over the negative control (“Ratio”); a minimum average intensity (“Intensity”) 1000-fold (1000x) less than that seen for the RBP23 bait. The “Strength” column defines the strength of association with RBP23 taken into account both the average intensity and the enrichment in comparison with the negative control, according with criteria defined in the bottom of the S3 Table. Proteins co-immunoprecipitated with both L. infantum HA-tagged PABP1 [33] and RBP23 are indicated by arrows. Proteins also found co-precipitated with DRBD2 are underlined.

Several proteins among those shortlisted in Table 1 and Fig 3C have specific functions associated with RNA metabolism. Noteworthy, are the CNOT10, CNOT11 and CAF1 subunits of the CCR4-NOT complex. Two proteins linked with mitochondrial mRNA metabolism, PPR and MRB1, were also found, as well as STRAP, an RNA-binding protein whose *T*. *brucei* orthologue localizes to stress granules under starvation conditions [41]. Uncharacterized co-precipitated proteins whose *T*. *brucei* orthologues have both been shown to be associated with mRNA include LINF_200021500 and LINF_190005100 [42]. The LINF_200021500 orthologue was also found to enhance expression in a tethering assay, and seen to bind to MKT1, a known translational regulator [43,44]. Another uncharacterized protein whose orthologue was also found to stimulate expression is LINF_110013800. Considering that in *T*. *brucei* the PABP1, EIF4E4, EIF4G3, EIF4AI and LINF_180008000 orthologues all also enhance expression, with some at least through translation stimulation, the strong association seen with these proteins reinforce a possible role for RBP23 during translation initiation.

### DRBD2 binding partners

Results derived from a mass-spectrometry analysis of DRBD2-HA samples were analysed generally as described for RBP23, with the full list of enriched proteins shown in the S5 Table. Proteins enriched 4-fold or more and categorized as to the “strength” of association with DRBD2 are listed in Table 2 and S6 Table and the top-most are also represented in Fig 4A. The data confirm that DRBD2 preferentially co-precipitates not only with PABP2 but also with PABP3. It furthers highlights the absence of PABP1, or most other proteins associated with RBP23, from the topmost co-precipitated proteins. Although RBP23 is found in the list from Table 2, it is one of the lowest ranking proteins included there. Only two proteins were found among the top candidates co-precipitated with both RBP23 and DRBD2: ZC3H41 and the uncharacterized LINF_190005100. Several RNA-binding proteins, not generally seen with RBP23, were found in the DRBD2 pull-down, contrasting with a reduced number of uncharacterized proteins. Considering only those from the top two categories, and omitting mitochondrial proteins, a total of four proteins with a zinc-finger domain (ZC3H31, ZCH39, ZCH40 and ZCH41), one RRM containing RBP (RBP43), a pumilio domain protein (PUF6), a putative RBP with NTF2 domain (LINF_210009700) and one DEAD-box RNA helicase (HEL67/DDX3/Ded1p) were found in our analyses.

**Fig 4:**
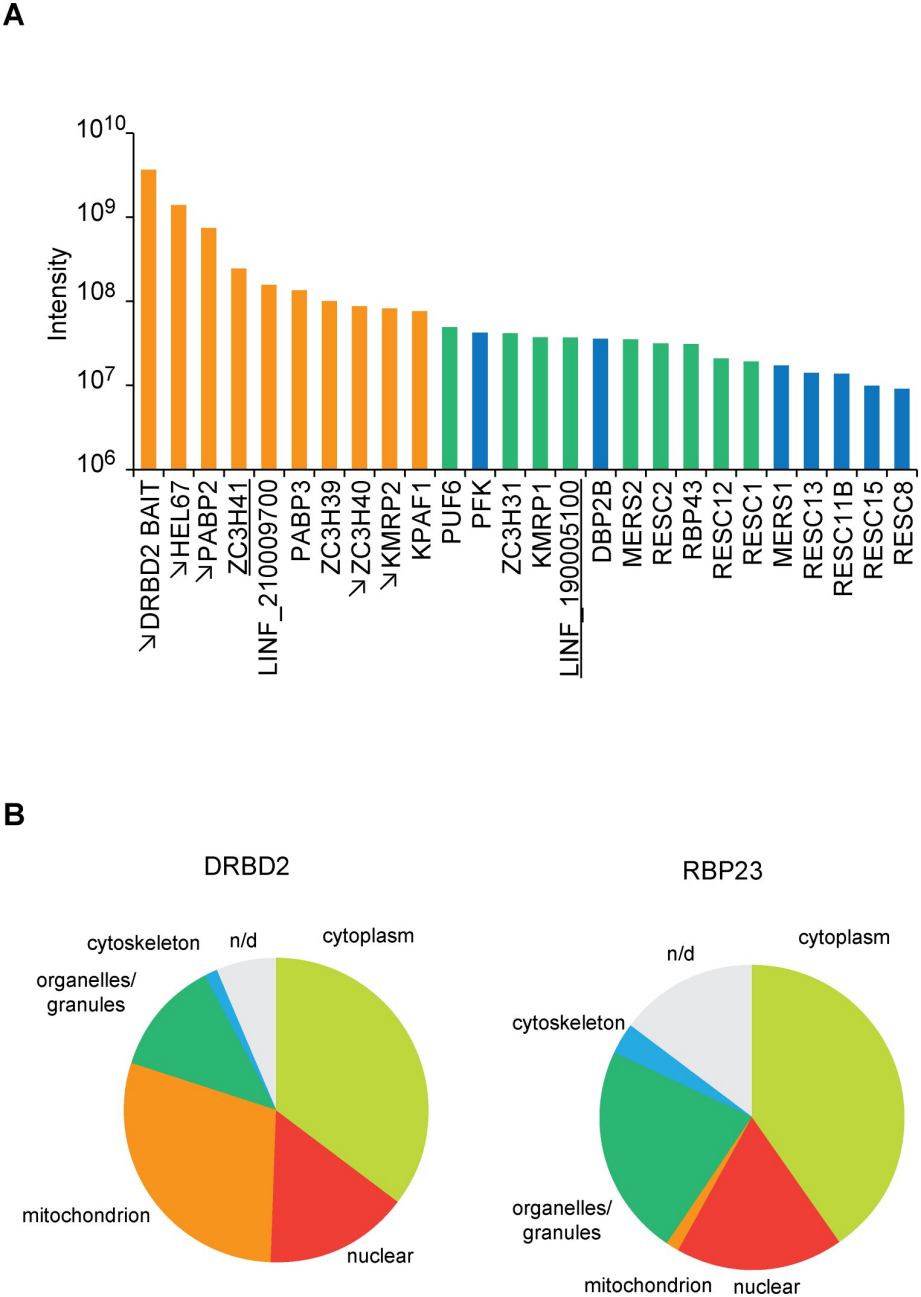
Top proteins co-purifying with HA-tagged DRBD2 and their subcellular compartmental localization compared to HA-tagged RBP23. (**A**) Bar chart with proteins co-precipitated with DRBD2 with the enrichment strength defined as ‘+++’ (orange), ‘++’ (green) and ‘+’ (blue), according to Table 2. Proteins co-purifying with both *T. cruzi* DRBD2 [45] and its *L. infantum* HA-tagged orthologue are indicated by arrows. Proteins in common with RBP23 are underlined. (**B**) Pie charts with subcellular localization of DRBD2 (left chart) or RBP23 (right chart) partners. This was defined based on cellular component classes: cytoskeleton; cytoplasm; mitochondrion; nuclear; organelles/granules (except mitochondria); n/d or not defined. For uncharacterized proteins, their localization was defined based on their respective orthologues from *T*. *brucei* and according to TrypTag.org.

**Table 2:** Proteins *specifically* co-immunoprecipitating with *L*. *infantum* DRBD2.

TriTrypDB ID	Name	Description	Intensity	Ratio	Strength
**Bait**					
**→**LINF_350027200	DRBD2	dsRNA-binding domain 2	3.7x10^8^	110.3	+++
**Translation initiation factors**					
**→**LINF_350047100	PABP2	Poly(A)-binding protein 2	7.4x10^8^	12.4	+++
LINF_250005800	PABP3	Poly(A)-binding protein 3	1.3x10^8^	13.9	+++
LINF_160022100	EIF4G3	Eukaryotic translation initiation factor 4G3	1.9x10^7^	4.4	-
**RNA-binding proteins**					
LINF_270019700	ZC3H41	CCCH-Zinc finger 41	2.5x10^8^	4.7	+++
LINF_210009700		RNA-binding protein with NTF2 domain	1.6x10^8^	13.1	+++
LINF_190007800	ZC3H39	CCCH-Zinc finger 39	1x10^8^	63.3	+++
**→**LINF_190007900	ZC3H40	CCCH-Zinc finger 40	8.8x10^7^	44.4	+++
LINF_330019100	PUF6	Pumilio protein 6	4.9x10^7^	15.6	++
LINF_360013000	ZC3H31	CCCH-Zinc finger 31	4.2x10^7^	11	++
LINF_250008000	RBP43/ G1-IP2	RNA-binding protein 43	3.1x10^7^	13.6	++
LINF_180010900	RBP12	RNA-binding protein 12	2.7x10^7^	7.1	-
LINF_270028100	TRRM1	Three RRMs containing protein 1	1.5x10^7^	4.8	-
LINF_300016700	TRRM2	Three RRMs containing protein 2	1.3x10^7^	4.7	-
LINF_320012700	PAN3	Poly(A) Specific Ribonuclease Subunit	7.1x10^6^	6	-
LINF_170011800	RBP23	RNA-binding protein 23	6.5x10^6^	4.8	-
Mitochondrial RNA-binding proteins*					
**→**LINF_090018500	KMRP2/ MRP2	Mitochondrial RNA binding protein 2	8.2x10^7^	16.5	+++
LINF_180005000	KPAF1	Kinetoplast polyadenylation factor 1	7.7x10^7^	38.8	+++
LINF_270017500	KMRP1/ MRP1	Mitochondrial RNA binding protein 1	3.8x10^7^	11.7	++
LINF_280005300	MERS2	Mitochondrial edited mRNA stability factor 2	3.5x10^7^	34.5	++
LINF_220011900	RESC2/ GAP2	Guide RNA associated protein 2	3.2x10^7^	44.3	++
LINF_310012100	RESC12/ REMC5	RNA editing mediator complex protein 5	2.1x10^7^	14.2	++
LINF_330036600	RESC1/ GAP1	Guide RNA associated protein 1	1.9x10^7^	22.4	++
LINF_320031100	MERS1	Mitochondrial edited mRNA stability factor 1	1.7x10^7^	100.8	+
LINF_080016600	RESC6/ GRBC6	gRNA binding complex subunit 6	1.5x10^7^	8.3	-
LINF_330007800	RESC13/ RGG2	RGG-containing protein 2	1.4x10^7^	26.1	+
LINF_310012000	RESC11B/ MRB4150	Mitochondrial RNA binding complex 1 subunit	1.4x10^7^	12.9	+
LINF_200014400	RESC15/ PAMC1	Polyadenylation mediator complex 1	9.9x10^6^	11.8	+
LINF_360057200	RESC8/ REMC1	RNA editing mediator complex protein 1	9.18x10^6^	16.8	+
LINF_330020200	RESC5/ GRBC5	gRNA binding complex subunit 5	8.8x10^6^	15.5	-
LINF_300013200	KRGG1/ RGG1	RGG-containing protein 1	6.2x10^6^	11.3	-
LINF_210011600	RESC17/ PAMC3	Polyadenylation mediator complex 3	5.8x10^6^	8.3	-
LINF_250021900	KRBP72/ MRB1590	Mitochondrial RNA binding complex 1 subunit	4.6x10^6^	4.2	-
LINF_360078000	RESC19/ MERS3	Mitochondrial edited mRNA stability factor 3	3.8x10^6^	32.7	-
**RNA helicases**					
**→**LINF_320009100	HEL67	ATP-dependent RNA helicase	1.4x10^9^	7.7	+++
LINF_070008800	DBP2B	ATP-dependent DEAD/H RNA helicase	3.6x10^7^	4.9	+
LINF_050006300	DDX21	Nucleolar RNA helicase II	2.2x10^7^	7	-
LINF_220021200		ATP-dependent DEAD/H RNA helicase	4.6x10^6^	4.2	-
**RNA methyltransferases**					
LINF_110010500	G1-IP	mRNA cap guanine-N7 methyltransferase	3.4x10^7^	6.2	-
LINF_200021600		tRNA (Uracil-5-)-methyltransferase	4.3x10^6^	7.4	-
**Other enzymes**					
LINF_290032900	PFK	ATP-dependent phosphofructokinase	4.2x10^7^	7.6	+
LINF_300039500	PAS-PGK	PAS-domain containing phosphoglycerate kinase	5x10^6^	7.1	-
LINF_060018400	MO	Monooxygenase	4.3x10^6^	4.6	-
LINF_280021800	ABH	Hydrolase—alpha/beta fold family	3.9x10^6^	7.8	-
LINF_190022000	IMPDH	Inosine-5’-monophosphate dehydrogenase	3.6x10^6^	9.2	-
**Uncharacterized proteins with other identifiable domains**					
→LINF_050009500	Skp1-like	S-phase kinase-associated protein 1—like	1.4x10^7^	4.4	-
**Uncharacterized proteins**					
LINF_190005100			3.7x10^7^	31.4	++
LINF_200005800			6.2x10^6^	7.1	-

The polypeptides listed here are detailed in S5 Table and include only identified proteins which fit into the following parameters: two or more peptides found for each DRBD2 replicate; a minimum of 4-fold (4x) enrichment over the negative control (“Ratio”); a minimum average intensity (“Intensity”) 1000-fold (1000x) less than that seen for the DRBD2 bait. The “Strength” column defines the strength of association with DRBD2 taking into account both the average intensity and the enrichment in comparison to the negative control, according to the criteria defined in the bottom of the S5 Table. Proteins co-purifying with both *T*. *cruzi* DRBD2 [45] and *L*. *infantum* HA-tagged DRBD2 are indicated by arrows. Proteins in common with RBP23 are underlined.

*include recently assigned names [46].

A relevant observation from the DRBD2 data is the co-precipitation of 18 proteins with defined functions associated with mitochondrial RNA (Table 2), most of which showing substantial enrichments (greater than 15-fold). The mitochondrial-related proteins represent 38% of those found associated with DRBD2, as opposed to the putative RBP23 partners, of which only 2% belong to this category (Fig 4B). Orthologues to several of the proteins co-precipitated with the *Leishmania* DRBD2, but none of the mitochondrial proteins, were also found in a recent analysis of DRBD2 binding partners from *T*. *cruzi* [45]. Overall, the set of proteins found associated with DRBD2 highlights a markedly distinct profile in comparison with RBP23. It also suggests possible involvement in many different processes associated with the metabolism of targeted mRNAs but with minor, if any, role in translation.

### Comparative analysis of selected proteins co-immunoprecipitated with RBP23 and DRBD2

To better define the association of RBP23 or DRBD2 with different co-immunoprecipitated putative partners, we directly compared the enrichment ratios seen with either RBP23 or DRBD2 for several proteins known to be specifically associated with major RNA processes. First, as shown in Fig 5A, the comparison clearly highlights the association of RBP23 with PABP1, while DRBD2 preferentially interacts with PABP2 and also co-precipitates with PABP3. A differential association was also seen with a number of proteins and enzymes involved with different aspects of RNA metabolism (Fig 5B), such as various splicing and polyadenylation factors, some enriched only with RBP23 and others with DRBD2. In contrast, enrichments for over 60 ribosomal protein subunits and all 11 experimentally validated eIF3 subunits [47] were found with RBP23, but not with DRBD2. These results are consistent with RBP23 being associated with polysomal mRNAs, in contrast to DRBD2, and also in agreement with published tethered results showing that RBP23 enhances expression while DRBD2 has been shown to repress expression [42,43]. As previously, highlighted, another contrasting difference between the two proteins is the association of RBP23 with six subunits of the CCR4-Not complex, some with a very substantial enrichment, not seen for DRBD2.

**Fig 5:**
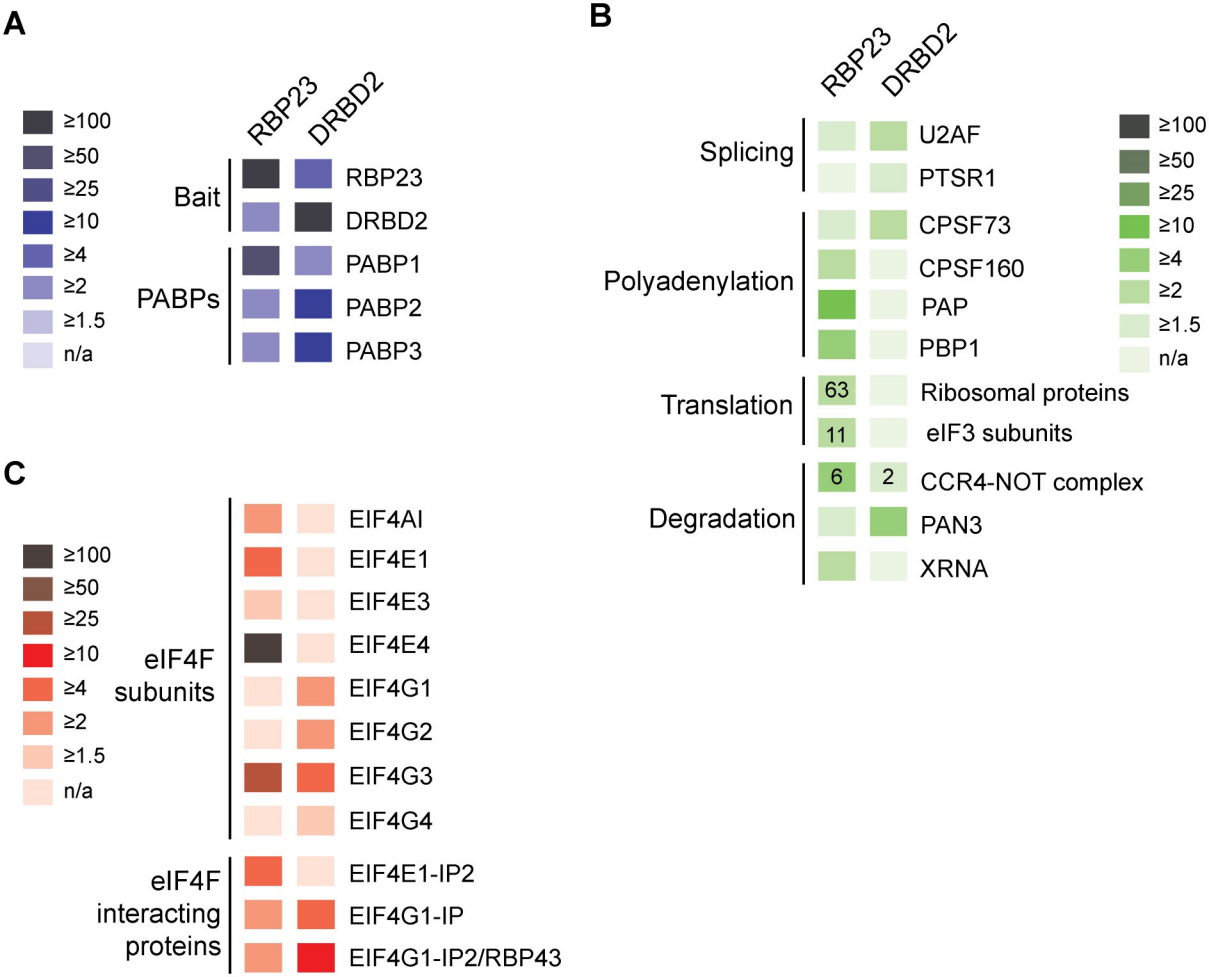
Comparative enrichment ratios for the major protein groups co-precipitated with *L*. *infantum* HA-tagged RBP23 and DRBD2. Proteins co-precipitated with RBP23 and DRBD2 belonging to the selected functional categories related to mRNA processes are represented by boxes coloured according to the enrichment ratios derived from S3 and S5 Tables. The numbers inside the boxes indicate the number of subunits of the named complex (including ribosomes) that have equivalent enrichment ratios. (**A**) Enrichment ratios for the baits and three PABP homologues. (**B**) Enrichment ratios for eIF4F subunits and eIF4F interacting proteins. (**C**) Enrichment ratios for other proteins with functions related to mRNA splicing, polyadenylation, translation or degradation.

Here we also sought to investigate in more detail the association of both RBP23 and DRBD2 with eIF4F subunits and related proteins. As well as the EIF4E4/EIF4G3 complex, EIF4AI, its known helicase partner in trypanosomatids, was differentially co-precipitated with RBP23 only (Fig 5C). EIF4E1, another eIF4E homologue, and one of its known protein partners, EIF4E1-IP2, was also found enriched with RBP23. In contrast, two eIF4G homologues, EIF4G1, with partners EIF4G1-IP and EIF4G1-IP2 (also called RBP43), and EIF4G2, were more enriched with DRBD2, with EIF4G3 being enriched not only with RBP23 but also with DRBD2. Little or no enrichment was seen with either of the RBPs for EIF4E3, the most abundant of the trypanosomatid eIF4Es, and its EIF4G4 partner. Once again, these differences highlight the very distinct profile of protein partners co-precipitating with both RBPs.

### Distinct mRNA populations co-immunoprecipitated with RBP23 and DRBD2

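The counts for RBP23-HA and DRBD2-HA come from 9 libraries, 3 replicates each of the 2 IPs and of their own control IPs, and list 8378 genes by the older LinJ identifiers. They are raw read counts, as for the PABPs. Between 186165 and 277834 reads per RBP23-HA library, 147144 and 309449 per DRBD2-HA library and 207928 and 270345 per control library were counted on genes. Ribosomal RNA genes took 63.2% to 75.5% of these reads in the controls, 13.4% to 16.3% with RBP23-HA and 10.7% to 13.4% with DRBD2-HA. The 9 libraries were fitted together and tested as for the PABPs, over 3992 genes. These include rRNA genes, so the other mRNAs and the counts of tested or called mRNAs in this experiment can hold rRNA genes. The median log2 fold change of all of them was 0.13 with RBP23-HA and 0.14 with DRBD2-HA, and it was 0.97 and 1.87 with library sizes only. Ratios and bounds under TMM are to be multiplied by 0.974 and 1.01 with RLE and by 1.81 and 3.36 with library sizes only. The files of the 2 experiments have no identifier in common. They were paired through the 272 entries of S3 and S5 Tables that give both kinds of identifier, so each set of ribosomal or mitochondrial protein mRNAs covers only genes in those tables.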

To define the putative mRNA targets bound by the either RBP23 or DRBD2 and to investigate overlaps and differences in comparison to their PABP partners, sequencing of RNA populations co-immunoprecipitated with HA-tagged RBP23 and DRBD2 was performed using the same procedures carried out with the HA-tagged PABPs. The full list of mRNAs specifically enriched with either RBP23 or DRBD2, according to the same criteria defined for the analysis with the mRNAs bound to the three PABPs, is found in the S7 Table. These mRNAs are also functionally grouped in Fig 6A. 

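Through the pairing, 56 of the 114 entries of S7 Table for RBP23 and 17 of the 300 for DRBD2 could be found in the counts, and the others were not analysed here. Of the 56, 55 passed the filter on low counts and all 55 met both thresholds. All 17 for DRBD2 did as well. Adjusted over the list alone, the numbers were again 55 and 17, which is not independent evidence because the lists were chosen on these libraries. The identifiers found had a median of 1496 reads over the 3 RBP23-HA libraries and 164.5 over the controls, and of 259.5 and 10.5 for DRBD2-HA.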

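With RBP23-HA 220 mRNAs were called enriched and 43 depleted. The split was 637 and 5 with library sizes only, and 87 and 196 when rRNA genes were left out as well, a setting chosen after the data were seen. In 218 of the 220 every IP library was above every control library. Of the calls 6 had no control count and 38 had 1 to 3. The number was 183 with DESeq2, 371 at a log2 fold change of at least 1 and, as the largest move, the 637 with library sizes only. At least 64 of the called mRNAs, or 29.1% (exact 95% interval 23.2% to 35.6%), encode ribosomal proteins. This is a lower bound, because only 67 of the 220 could be paired with a description. Among the 78 ribosomal protein mRNAs that could be paired and tested, 82.1% were called.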

A total of 114 enriched mRNAs were co-precipitated with RBP23, of which the vast majority (>80%) encode known ribosomal proteins. RBP23 thus show a much greater specificity than that seen for either the native or HA-tagged PABP1. 

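The paired ribosomal protein mRNAs had a median log2 fold change of 2.44 with RBP23-HA, against 0.11 for the other mRNAs, which still include ribosomal proteins that S3 and S5 Tables do not list. They ranked above the others (camera, p = 4.32e-78, fry, p = 0.000355, and camera with an estimated correlation, p = 0.00696), and 77 of 78 lay above the median of the others. Under library sizes only the medians were 3.26 and 0.94. The distance between the medians was 2.33 with RBP23-HA, over 78 ribosomal protein mRNAs, and 2.05 with PABP1-HA, over another set of 120. It was larger with RBP23-HA in 6 of 7 settings, among them DESeq2 (2.38 and 2.04), library sizes only (2.32 and 2.02) and the fit of 2 groups (2.70 and 1.33), and smaller without the filter on low counts (2.03 and 2.80). The difference between the IPs was not tested, since they have separate controls and separate identifiers. From the share of ribosomal protein mRNAs among those co-precipitated, the paper concludes that RBP23 is more specific than PABP1.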

Among the remaining enriched transcripts, at least three are directed linked to ribosomal function: the translation factor EIF5A, the nuclear RNA binding protein NRBP and the nascent polypeptide associated complex subunit. 

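The EIF5A1 mRNA LinJ.25.0740 (symbol from the RefSeq annotation of assembly ASM287v2) had 404, 196 and 582 reads with RBP23-HA against 57, 44 and 15 in the controls, a log2 fold change of 2.75 (standard error 0.40, adjusted p = 7.38e-07 from edgeR's quasi-likelihood test). A second EIF5A1 gene, LinJ.25.0750, had 13 reads against 1 and was below the filter, with a ratio under TMM of 7.70 (95% interval 1.16 to 327). EIF5A2, LinJ.25.0760, had a log2 fold change of 0.19 (standard error 0.32, adjusted p = 0.712, edgeR). The nuclear RNA binding protein mRNA LinJ.32.0790 had 320, 722 and 503 reads against 44, 97 and 28, a log2 fold change of 2.48 (standard error 0.31, adjusted p = 3.51e-08, edgeR). Both called mRNAs had every RBP23-HA library above every control (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow) and kept their calls under every alternative run for them. The nascent polypeptide associated complex subunit could not be paired and was not analysed here with RBP23-HA. With PABP1-HA its mRNA LINF_040012700 had 189 reads against 3, a ratio of 8.54 under TMM (95% interval 2.88 to 41.8) and of 3.04 with library sizes. The PABP1-HA call for it was lost under DESeq2 (adjusted p = 0.0629) and with library sizes only (adjusted p = 0.204, edgeR).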

Comparison of the mRNAs co-precipitated with the *L*. *infantum* PABP1 to those found associated with RBP23 revealed that ~90% of the ribosomal protein mRNAs found with PABP1 also co-precipitated with RBP23. In contrast, none of the mRNAs encoding uncharacterized proteins found with PABP1, the second most abundant category of mRNAs found with this protein, were among those co-precipitated with RBP23. 

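Of the ribosomal protein entries called with PABP1-HA, 42 could be paired, and 40 of these were also called with RBP23-HA, or 95.2% (exact 95% interval 83.8% to 99.4%). Leaving out RBP23-HA replicate 1 gave 64.3%, and leaving out RBP23-HA replicate 3 gave 100.0%. Ribosomal protein entries not called with PABP1-HA were also called with RBP23-HA in 10 of 20 cases, and other entries tested with PABP1-HA in 2 of 38.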

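The RBP23 mRNA, LinJ.17.0610, had 24, 94 and 95 reads in the RBP23-HA libraries, 0, 1 and 1 in the controls and 8, 4 and 15 with DRBD2-HA. Its log2 fold change against the controls was 5.79 (standard error 0.60, adjusted p = 8.37e-10 from edgeR's quasi-likelihood test), and the ratio of the pooled CPM was 63.1 under TMM (95% interval 17.3 to 524) and 61.5 with RLE, the lowest of the 3 scalings. It was 3.88 on the log2 scale above DRBD2-HA (standard error 0.36, adjusted p = 3.71e-12 from the same test). By fitted fold change its rank was 4. The mRNAs above it, LinJ.08.0120, LinJ.21.1910 and LinJ.36.4310, had no control count and were under TMM at least 8.69-fold, 5.14-fold and 4.74-fold higher than in the controls (8.46-fold, 5.00-fold and 4.62-fold with RLE), so their order relative to RBP23 is not determined. With each library left out in turn the log2 fold change stayed between 5.16 and 6.30. In the PABP1-HA libraries the RBP23 gene, listed as LINF_170011800, had 2 reads against 2 in the controls and was below the filter on low counts, so no enrichment was detectable there at this depth (ratio 0.14 under TMM, 95% interval 0.010 to 1.87). The transcript of the tagged copy carries the same coding sequence, and the counts per gene do not separate it from that of the native gene.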

A very interesting observation, however, is that the top-most mRNA enriched with RBP23 was its own transcript, not found among those associated with PABP1.

**Fig 6:**
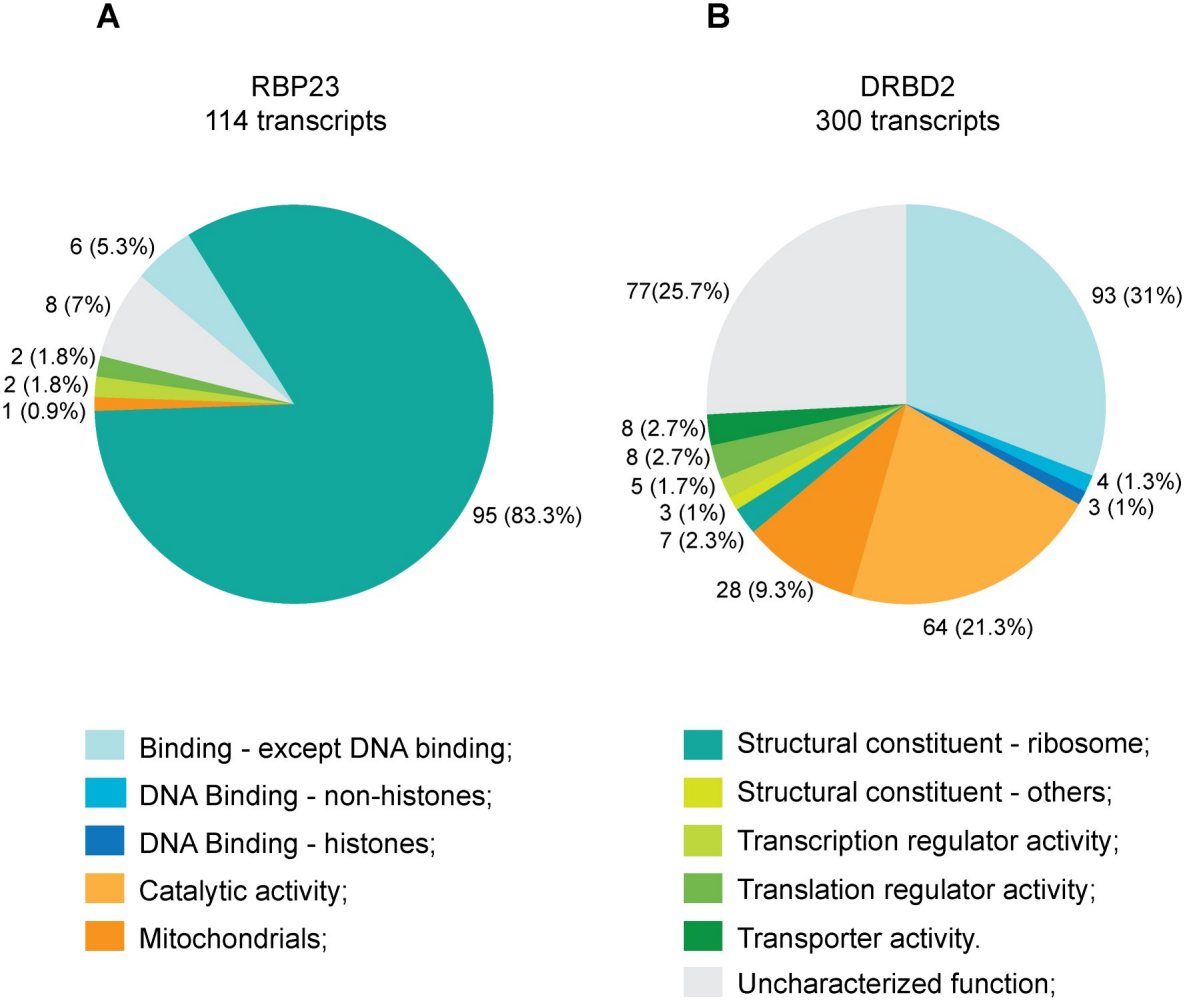
Analysis of mRNA populations associated with the HA-tagged RBP23 and DRBD2. (**A**) mRNA groups associated with RBP23. (**B**) mRNA groups associated with DRBD2. Transcripts were classified and grouped as detailed in Fig 1, with an extra category added to specifically highlight the mitochondrial proteins.

A remarkably different profile was observed for the mRNAs co-precipitated with DRBD2 (Fig 6B). 

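In the direct comparison of RBP23-HA with DRBD2-HA, 569 mRNAs differed by at least 4-fold at an adjusted p under 0.05 (edgeR), 277 higher with RBP23-HA and 292 lower, and DESeq2 gave 599. With library sizes only the split was 136 and 777, and the median of all tested mRNAs moved from 0.01 to -0.88. Of the 78 paired ribosomal protein mRNAs, 70 were among those higher with RBP23-HA and 0 among those lower. As a set they ranked higher with RBP23-HA (camera, p = 2.25e-60, where the smallest p of an exact test over the libraries is 0.1), with a median log2 fold change of 3.39 against -0.02 for the other mRNAs. Their median was 2.45 with library sizes only. Of the mRNAs called with DRBD2-HA 40 were also called with RBP23-HA.

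**Figure D2:**
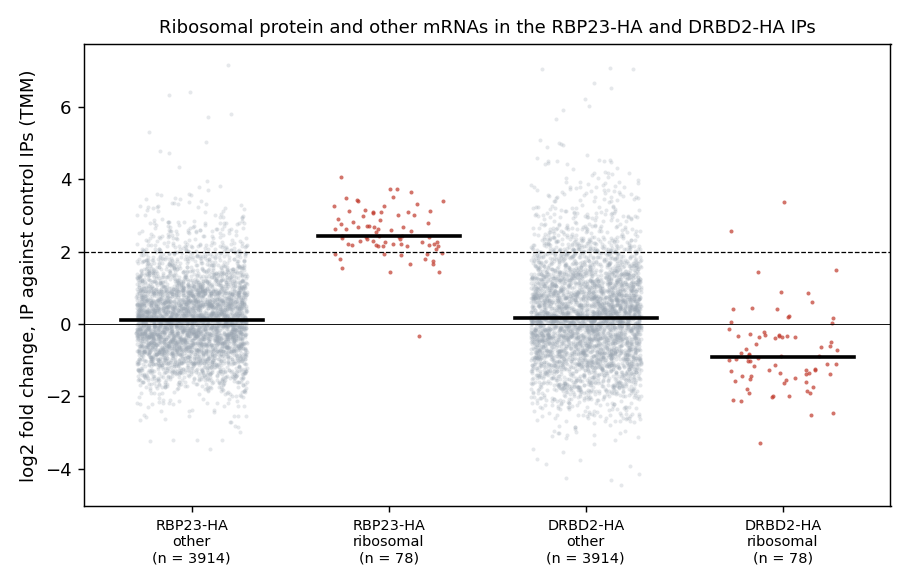
Log2 fold change of each tested gene in the RBP23-HA and DRBD2-HA IPs against their control IPs (vertical axis, TMM scaling). Grey points are 3914 other genes, rRNA genes included, and red points are 78 paired ribosomal protein mRNAs. Black bars mark the medians and a dashed line a log2 fold change of 2. The red median lies at 2.44 with RBP23-HA and at -0.92 with DRBD2-HA.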

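With DRBD2-HA 355 mRNAs were called enriched and 144 depleted. Every IP library lay above every control library in 353 of the enriched. There was no control count behind 9 of them and 1 to 3 control counts behind 141. DESeq2 called 329, and the number moved most with library sizes only, to 1808, with 7 depleted. The highest fitted values belonged to LinJ.33.1580 and LinJ.21.1910, at least 8.09-fold and 8.29-fold higher than in the controls under TMM, the lowest of the 3 scalings. At least 2 of the called mRNAs, or 0.563% (exact 95% interval 0.068% to 2.02%), encode ribosomal proteins of the cytoplasmic ribosome, LinJ.06.0430 and LinJ.18.0630 (named after their values were seen), and this too is a lower bound since 21 of the 355 could be paired. The 78 paired ribosomal protein mRNAs had a median log2 fold change of -0.92 against 0.16 for the other mRNAs. Their rank below the others held with camera's preset correlation (p = 6.66e-08) and by fry (p = 0.0276) but not with an estimated correlation (p = 0.284). With library sizes only their median was 0.82, against 1.89 for the others.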

From a total of 300 enriched transcripts, only a minor fraction of those (~2%) encode proteins with a structural activity role. Among the 14 transcripts that encode ribosomal protein mRNAs, half encode subunits of mitochondrial ribosomes, not found associated with RBP23 (classified under mitochondrial in Fig 6B). For the remaining transcripts, most can be classified into three categories: ~31% encode binding proteins, ~26% encode proteins with uncharacterized functions and ~21% encode enzymes with catalytic activity. 

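Of the mRNAs called with DRBD2-HA, 21 could be paired with the identifiers of the PABP libraries, but only 2 of the 21 passed the filter on low counts there, so the others could not have been called. Of the 2, 0 were called with PABP2-HA or PABP3-HA, which allows a share of up to 84.2% (exact 95% interval), and DESeq2 gave the same. Without the filter 25 could be paired and all 25 were tested. None was called (exact 95% limit 13.7%). Of the 25, 15 had a log2 fold change of at least 2 with PABP2-HA and 14 with PABP3-HA. The medians of all mRNAs in that fit were 2.76 and 2.54, so this does not show an overlap either. Since few of these mRNAs pass the filter on low counts, the absence of calls does not bound the shared fraction.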

When compared with the PABP2 or PABP3 co-precipitated transcripts, a very limited overlap was seen (<3%) in specific mRNAs co-precipitated with DRBD2. It is possible that the reduced overlap might reflect the much greater diversity of mRNAs, both in number and functional categories, bound by these proteins, with only a limited fraction of those being identifiable by the approach used. Nevertheless, a possible difference seen between DRBD2 and PABP2/PABP3 is a greater association with DRBD2 of mRNAs encoding mitochondrial proteins.

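Of 13 mRNAs that could be paired, tested and described as encoding mitochondrial proteins, 1 was called with DRBD2-HA, LinJ.14.0840 (named after its values were seen), with a log2 fold change of 2.63 (standard error 0.37, adjusted p = 2.25e-07, edgeR). S5 Table describes its product as a mitochondrial ribosomal protein and S7 Table as a 60S ribosomal protein. DESeq2 called 2. The 13 mRNAs had a median log2 fold change of 0.59 against 0.14 for the other mRNAs, and 8 of them lay above the median of the others. Camera's test of the set gave a p of 0.0772 and fry one of 0.00128, where an exact test over the libraries cannot go below 0.1. With library sizes only the camera p was 0.0379, and the medians were 2.33 and 1.87. None of the 13 was called with RBP23-HA by edgeR, at an unadjusted p under 0.05 and the same fold change, or by DESeq2. The difference from PABP2-HA and PABP3-HA was not tested, because the 2 experiments have separate controls and identifiers.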

### *In silico* 3’UTR motifs within target mRNAs associated with the RBP23 or DRBD2 proteins

In order to define 3’UTR sequence elements which could mediate any specific association between RBP23/DRBD2 and target mRNAs, we first used transcript length data available from *L*. *donovani* orthologues [48] to compare the length of coding sequence and untranslated regions of the top-most 20 transcripts enriched with either RBP23 or DRBD2 (Fig 7A). This comparison highlights noticeable differences in length between these mRNAs, with the RBP23-associated mRNAs having much shorter 5’UTRs and coding regions than the DRBD2-associated transcripts, as well as smaller 3’UTRs. 

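Among the 20 mRNAs with the highest fitted fold change with RBP23-HA, at least 4 encode ribosomal proteins, a lower bound because most of the called mRNAs carry no description that could be paired. DESeq2 gave 5, the fit without the filter on low counts 0, and the fits with 1 library left out 0 to 2. The ranking puts mRNAs without a control count first, whose fitted values depend on the prior count, so these 20 need not be the paper's top 20. The lengths of coding and untranslated regions were not analysed here.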

With the sole exception of the *RBP23* transcript, the other top 19 transcripts co-precipitated with RBP23 encode ribosomal proteins and a remarkable feature of these mRNAs in trypanosomatids is their small 5’UTRs, as reported from *T*. *brucei* [49]. Based on the *L*. *donovani* transcriptome data, and after excluding the 39 nucleotides spliced leader (mini-exon) sequence, these can be as small as eight nucleotides in length [48]. As highlighted in Fig 7A, the native *RBP23* transcript differs from the top-most messages bound by the HA-tagged RBP23 in having a larger 5’UTR and coding region. mRNAs encoding both the native RBP23 and the ectopically expressed HA-tagged protein were specifically co-precipitated. This observation excludes any binding by RBP23 to the 5’ or 3’UTRs of its native mRNA, absent from the ectopically encoded protein. It implies either an association with the protein coding sequence or, alternatively, a co-translational dimerization between the tagged protein and the nascent polypeptide, leading to its co-precipitation with the attached mRNA. It also reinforces that the nature of the association between ribosomal protein mRNAs and RBP23 is most-likely distinct from that between RBP23 and its own transcript.

**Fig 7:**
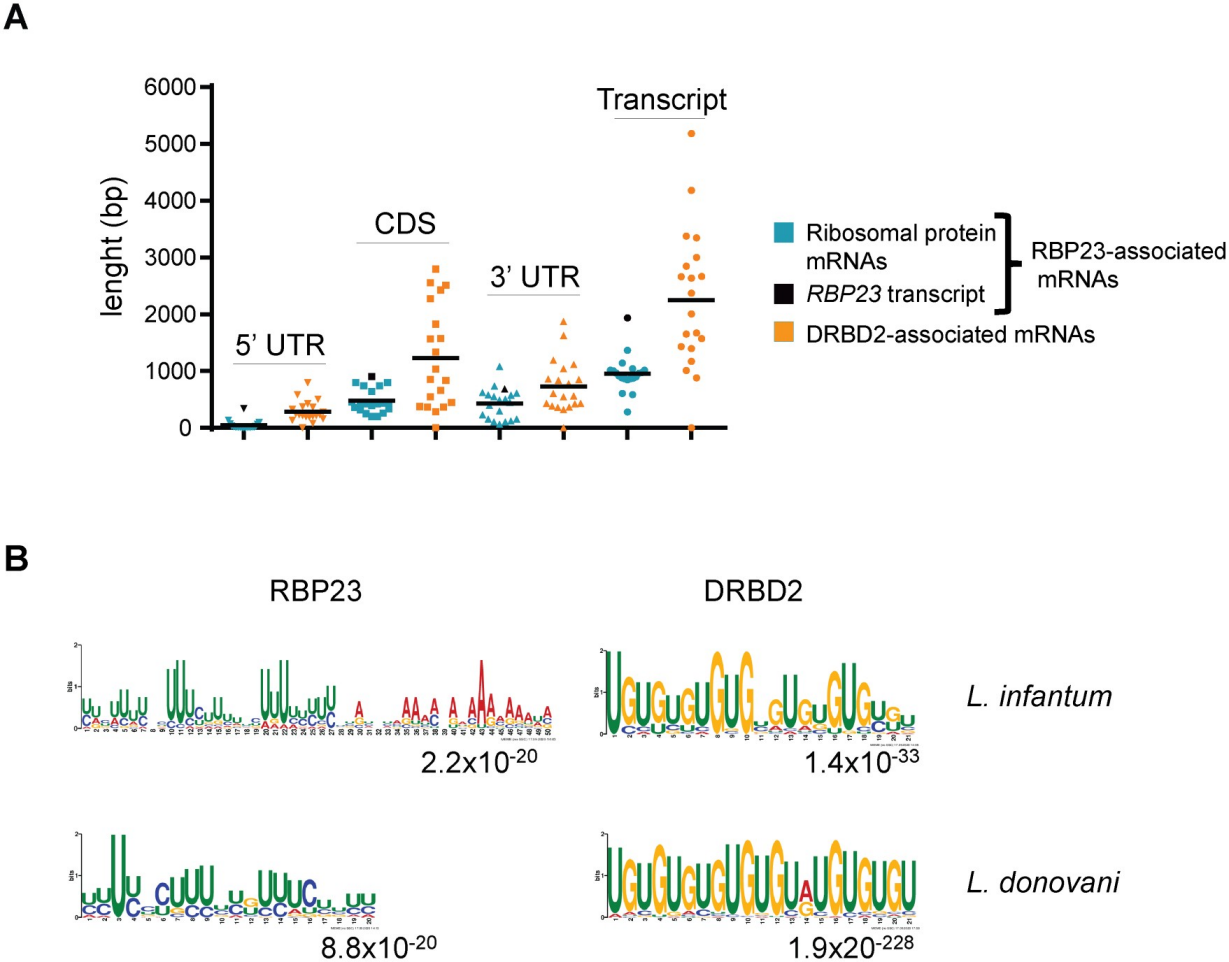
Sequence elements within the 3’UTRs of trypanosomatid mRNAs associated with RBP23 and DRBD2. (**A**) Comparison of RBP23 (blue) and DRBD2 (orange) 5’ (▼) and 3’ (▲) UTRs, CDS (■) and total transcript lengths (●) according to *L*. *donovani* orthologous sequences [48]. The mean values are represented by black lines and the *RBP23* transcript is indicated by the same symbols coloured in black. (**B**) Putative motifs found within 3’UTRs from the top 20 mRNAs associated to either HA-tagged RBP23 or DRBD2 in *L*. *infantum* and *L*. *donovani*. The motifs found in searches with mRNAs enriched with the HA-tagged RBP23, including the *RBP23* transcript as well as the top 19 mRNAs encoding ribosomal proteins, are shown on the left. Those motifs found for the top 20 mRNAs associated to HA-tagged DRBD2 are shown on the right. All logos were generated by MEME (*Multiple Em for Motif Elicitation*) and the relative height of each nucleotide represents the conservation at that specific position. The e-values are in the right corner of each logo.

Next, we searched for any sequence elements within the same set of RBP23 or DRBD2 co-precipitated transcripts that would allow them to be specifically selected by either protein. Considering the much-reduced size for the 5’UTRs of the RBP23-associated mRNAs, the search focused on elements localized to their 3’UTRs using 300 nucleotides immediately downstream of the *L*. *infantum* coding sequences and, independently, the mapped 3’UTRs of the equivalent *L*. *donovani* transcripts. Motifs rich in uridines were found to be a common feature within the 3’UTRs of the RBP23 bound transcripts in both *L*. *infantum* and *L*. *donovani* sequences (Fig 7B). These motifs were found in one to four copies in most 3’UTRs of the ribosomal protein mRNAs tested that co-precipitated with RBP23 but were noticeably absent from the 3’UTR of the *RBP23* transcript (S6 Fig). Comparatively, for the 3’-UTRs of the mRNAs associated with DRBD2, a motif with UG repeats was found in both *Leishmania* species in nearly all mRNAs investigated (Figs 7B and S6). The markedly distinct motifs identified within the transcripts found associated with each protein indicate that, at least for the functionally related RBP23-bound messages, they might have a role in defining the association with these RBPs. It remains to be seen whether they would be directly recognized by these proteins or their recognition would require extra RNA-motifs and/or protein partners that might allow a more precise mRNA selection and binding.

## Discussion

Although multiple PABP homologues have been previously reported from different organisms, mainly metazoans and plants [25,27,29], a selective association of those with specific mRNAs targets has not been generally defined. This study identifies, for the first time in *Leishmania*, the association between one PABP homologue and a specific group of cytoplasmic mRNAs, those encoding ribosomal proteins. These constitute an important subset of mRNAs, encoding a large group of abundant proteins whose expression is in general tightly regulated [50]. Our data agrees with the known importance, seen in metazoans and other organisms, for the regulation of translation of ribosomal protein mRNAs. It also highlights the fact that the regulatory mechanisms associated with these mRNAs converge on interactions between their 5’ and 3’ ends. The description of how a specific PABP homologue can be involved in such mechanisms, through direct interactions with another RBP, further expands on the known roles seen for different PABPs in model organisms.

RNAi-mediated depletion of RBP23 has been previously shown to affect growth of the *T*. *brucei* bloodstream forms [51], with these cells displaying a gain-of-fitness phenotype during differentiation, but depletion does not seem to affect procyclic cells [52]. In *L*. *infantum*, studies with isobaric tagging methodology (iTRAQ) showed that RBP23 is significantly downregulated during differentiation and in the mature amastigote forms [53], suggesting that this protein is needed during exponential growth phases. Our data confirm the association of RBP23 with PABP1 and the EIF4E4/EIF4G3 complex, all three proteins known to enhance expression in tethering assays and also present in polysomes [33,42,43,54]. The mass-spectrometry results also indicate an association of RBP23 with ribosomes or polysomes in *Leishmania*, although in *T*. *brucei* its orthologue was not found associated with the polysomal fraction [54]. The RBP23 association with a translationally active complex based on EIF4E4/EIF4G3 is reinforced by the presence of EIF4AI in the immunoprecipitated fractions, with the lower EIF4AI enrichment possibly being either a consequence of greater abundance or a loose association with the complex.

Some of the additional proteins that co-precipitated with RBP23 highlight other likely functions, apart from translation. An early association with the mRNA is reinforced by the RBP23 co-precipitation with mRNA polyadenylation and nucleo-cytoplasmic transport factors. Both RBP23 and DRBD2, together with the two *T*. *brucei* PABP homologues, were also co-purified with TSR1, involved in splicing regulation, mRNA stability, and rRNA processing [55]. The CCR4-NOT deadenylase complex is an important mRNA regulator, interacting with transcription and translation activators and repressors and promoting mRNA decay [56]. The association with CCR4-NOT components may then indicate that RBP23 can remain bound to mRNA targets after their translation.

DRBD2 and two other proteins found here as co-precipitating partners, RBP12 and the uncharacterized LINF_200005800, all have *T*. *brucei* orthologues shown to reduce expression in tethering assays, while the orthologues of two other putative DRBD2 partners, PABP2 and PUF6, enhance expression [42,43]. *T*. *brucei* ZC3H31/34 and the LINF_210009700 orthologue (Tb927.10.2240) interact with the translational regulator MKT1 [44] while the ZC3H39/40 pair were identified as regulators of the mitochondrial respiratome [57]. The LINF_210009700 orthologue was further shown to interact with DRBD3, a cytoplasmic, stabilizing protein, which under oxidative stress remains bound to mRNA and concentrates in the nucleus, a typical behaviour of a protein involved in mRNA transport [58]. Our analysis also show a very relevant DRBD2 co-precipitation with proteins associated with the metabolism of mithochondrial RNAs. Although this is not supported by the current information regarding the DRBD2 localization [39], it also suggests a possible mitochondrial function. In all the evidence so far indicates that DRBD2 acts in different complexes with different contrasting functions.

In mammals, ribosomal proteins, as well as some translation factors, are encoded by mRNAs containing the 5’-terminal oligopyrimidine (TOP) sequence and which is recognized by the La-related protein 1 (LARP1) [50]. *Leishmania* RBP23, in contrast, is unlikely to specifically recognize its mRNA targets through 5’UTR TOP motifs, since all trypanosomatid mRNAs have the 5’ spliced leader sequence starting with two consecutive adenines [59]. Other sequence motifs within the 5’UTRs of mRNAs encoding ribosomal proteins and which could mediate specific recognition are unlikely, due to their small sizes [49]. These small 5’UTRs, however, raise another issue regarding the need for an eIF4F complex, with an associated eIF4A helicase. Once thought to be mainly required for the translation of mRNAs having structured 5’UTRs, eIF4A has been recently shown to be required for the translation of most mRNAs, in both yeast and mammals [60,61]. The protozoan *Giardia lamblia*, which lacks the eIF4G subunit of eIF4F [62], is also characterized by mRNAs having very short 5’UTRs [63] which nevertheless seem to require eIF4A, plus one of two *Giardia* eIF4Es, to mediate their interaction with the translation pre-initiation complex [64]. These reports are consistent with a strict requirement for eIF4A, and the trypanosomatid EIF4AI, for the translation of mRNAs regardless of the size of their 5’UTRs.

Generally, mRNAs encoding ribosomal proteins have their translation differentially regulated through diverse mechanisms. In yeasts, the phosphorylation of an activator (Ifh1) and a repressor (Crf1) controls the transcription of genes encoding these mRNAs [65]. RNA sequencing analysis demonstrated that they are also especially enriched with the closed loop translation initiation components, eIF4E and both isoforms of eIF4G [66]. In mammals, the LARP1 protein, when associated with the TOP motif and the 5’ *cap*, acts as a translational repressor that binds to PABP and consequently form a translation-inactive mRNA loop. The mammalian target of rapamycin complex 1 (mTORC1), a kinase complex, phosphorylates LARP1 and releases it from 5’TOP mRNAs. This leads to the eIF4F assembly, since mTORC1 also controls phosphorylation of 4E-BP1, thereby allowing eIF4G to bind to eIF4E and recruit the 43S complex to start translation [50,67,68].

Both *Leishmania* PABP1 and EIF4E4 are simultaneously phosphorylated during exponential growth [33,36], possibly associated with activation of translation of their target mRNAs. RBP23 may help recruit PABP1 and the EIF4E4/EIF4G3 based complex to selected mRNAs, mainly mRNAs encoding ribosomal proteins, to promote their translation. Here, we propose a model where the trypanosomatid RBP23 binds to common 3’UTRs motifs shared by these mRNAs and mediates their association with PABP1 (Fig 8). The RBP23 specificity for the ribosomal protein mRNAs, in comparison to a broader range of mRNAs associated with PABP1, and the specificity of the later to poly(A) sequences, strongly implicates RBP23 as the protein responsible for mRNA recognition, on its own or dependent on additional protein partners. Thus, RBP23 may mark the ribosomal protein mRNAs as targets for translation mediated by the complex PABP1/EIF4E4/EIF4G3/EIF4AI. Preferential binding of this eIF4F complex to the mRNAs encoding ribosomal proteins would direct them to a translation pathway distinct from most other cellular mRNAs, perhaps avoiding competition and in agreement with these mRNAs behaving distinctively than most other messages during translation [69]. It would also allow their translation to be specifically regulated, presumably involving the phosphorylation of EIF4E4 and PABP1, an event already shown to be cell-cycle regulated [33,36,38]. Thus, according to the proposed model, translation regulation of the mRNAs encoding ribosomal proteins in trypanosomatids would also require interactions involving proteins bound to both the 5’ (EIF4E4) and 3’ (PABP1) ends of the mRNAs, as seen for the translation regulation of these mRNAs in mammals. It remains to be seen whether the EIF4E4/PABP1 interaction may also lead to a translation-inactive loop that may be enhanced or abolished by their simultaneous phosphorylation.

**Fig 8:**
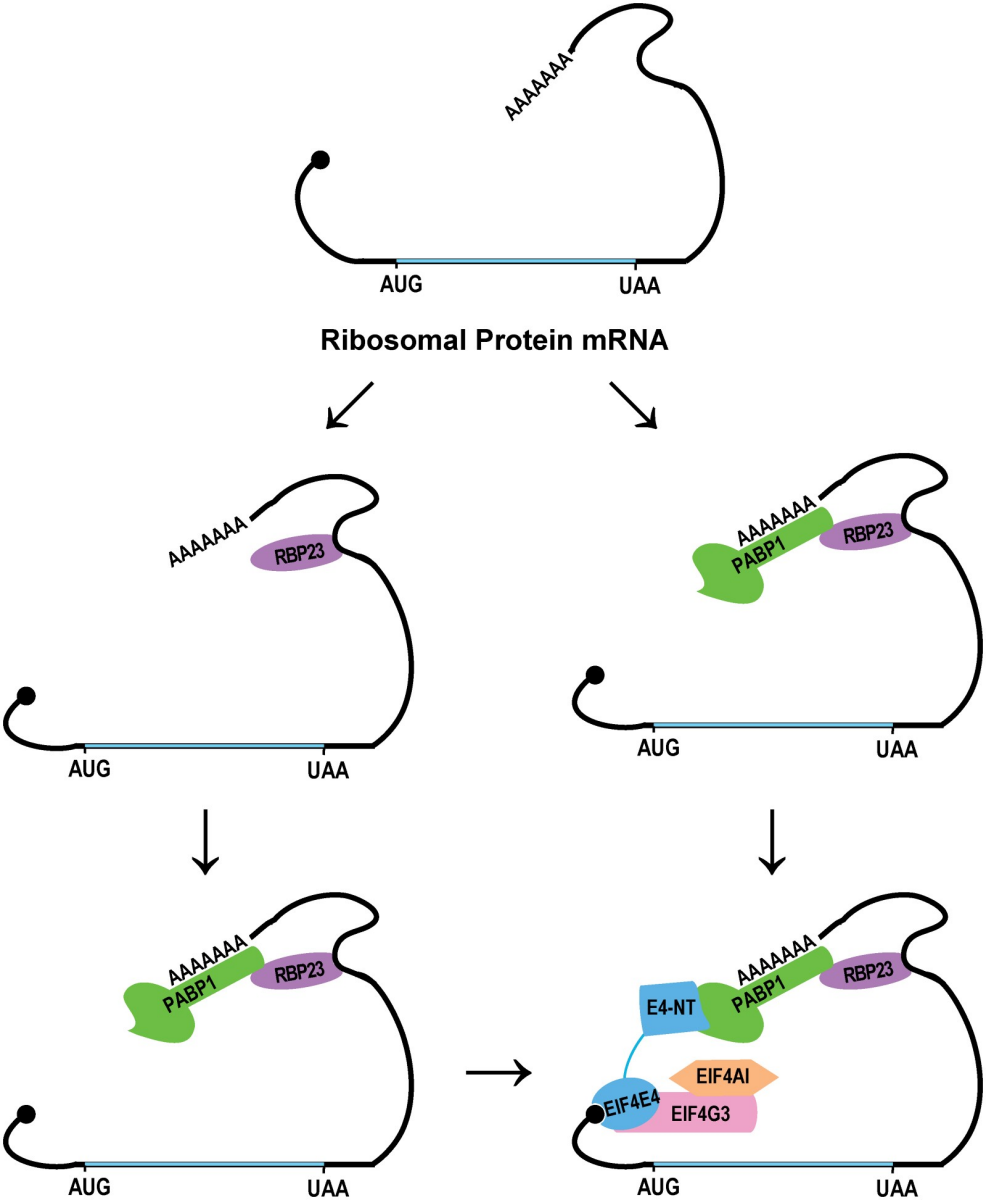
Proposed role for RBP23 in mediating the association of mRNAs encoding ribosomal proteins with PABP1 and the EIF4E4/EIF4G3/EIF4AI complex. According to the proposed model, RBP23 recognizes target mRNAs through motifs within their 3’UTRs. It might recognize these mRNAs on its own or already bound to PABP1. PABP1 then mediates the recruitment of the translation initiation complex EIF4E4/EIF4G3/EIF4AI. It is also possible that PABP1 might already be bound to the complex prior to mRNA recognition but this is not shown. Both PABP1 and EIF4E4 are also phosphorylated during exponential growth, allowing for a more refined regulation of their activity and, presumably, the translation of the ribosomal protein mRNAs.

## Materials and methods

### Plasmid constructs and DNA manipulations

*L*. *infantum* genomic DNA from the MHOM/MA/67/ITMAP-263 strain was isolated using DNAzol (Life Technologies) following the manufacturer’s instructions. Full length *RBP23*, *DRBD2*, *PABP2* and *PABP3* genes were amplified using primers flanked by BamHI and HindIII restriction sites (listed in S8 Table) and cloned into the BamHI-HindIII sites of a modified version of the *Leishmania* expression vector pSPBT1YNEOα [70]. The modification consisted of the insertion of a 27 nucleotide element encoding the HA epitope (YPYDVPDYA) immediately after the coding sequence and prior to the translation stop codon. The *RPB23* and *DRBD2* genes were also subcloned into the BamHI-HindIII sites of the pET-21a vector (Novagen), while the *PABP2* and *PABP3* genes were further subcloned into the same sites of a modified pGEX4T3 expression vector (GE Healthcare) having an added HindIII site.

### Parasite growth, transfections and expression analysis

*Leishmania major* MHOM/IL/81/Friedlin and *Leishmania infantum* MHOM/MA/67/ITMAP-263 promastigotes were cultured in Schneider’s insect medium supplemented with 1% Penicillin-Streptomycin, 10% heat-inactivated Fetal Bovine Serum and 2% hemin at pH 7.2, 25°C. Transfection of the circular plasmids was carried out by electroporation, with exponentially grown cells resuspended in HEPES-NaCl buffer (21 mM HEPES pH 7.05, 137 mM sodium chloride, 5 mM potassium chloride, 0.7 mM disodium phosphate, 6 mM glucose), incubated with the plasmid DNA and submitted to a pulse of 450 V, 500 μF on the Gene Pulser Xcell electroporation system (Bio-Rad). Transfected cells were selected with G418 (20 μg/ml, Sigma). For the expression analysis of cells expressing the HA-tagged proteins, late exponentially grown *L*. *infantum* cultures were harvested and resuspended directly into denaturing SDS-PAGE sample buffer, submitted to 15% SDS-PAGE and blotted with an anti-HA mouse monoclonal antibody (100 ng/ml, Applied Biological Materials).

### Sequence analyses

Secondary structure and domain predictions for RBP23 were performed using the Phyre2 automatic fold recognition server [71]. Domains were also identified using the InterPro tool available at http://www.ebi.ac.uk/interpro/search/sequence/. The 3’ UTR analyses were performed through MEME [72] using 300 nucleotides immediately after the stop codon from the top 20 mRNA sequences bound to the *L*. *infantum* RBP23-HA and DRBD2-HA [48]. The already defined 3’ UTRs of *L*. *donovani* orthologues were also retrieved and analysed. Default parameters were used to detect the motifs, using any number of sites per sequence and a width ranging between six and 50 nucleotides.

### Cytoplasmic extract preparation

For the RNA sequencing analysis, whole *Leishmania major* (MHOM/IL/81/Friedlin) cytoplasmic extracts were produced from late exponentially grown promastigote cultures harvested and washed once in ice cold PBS, prior to resuspension in IPM1 buffer [100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES, protease inhibitors (Roche), RNAseOUT and 0.5% IGEPAL CA-630 (Sigma)] to a concentration of 1 to 2x10^9^ cells/ml. The resuspended cells were left for 10 minutes on ice and then centrifuged for 10 more minutes at 17.000 g, 4°C, with the sediment discarded and the supernatants, the cytoplasmic extracts, aliquoted and stored at -80°C. Whole cytoplasmic extracts from *L*. *infantum* wild-type and strains expressing various HA-tagged proteins were generated after cell lysis using nitrogen cavitation [73]. Briefly, late exponentially grown *L*. *infantum* promastigotes were harvested and washed once in ice cold PBS, followed by resuspension in HEPES-lysis buffer (20 mM HEPES-KOH pH7.4, 75 mM potassium acetate, 4 mM magnesium acetate, 2 mM DTT, supplemented with EDTA-free protease inhibitors from Roche) to a concentration of 1 to 2x10^9^ cells/ml. The resuspended cells were transferred into the cavitation chamber of the cell disruption vessel (Parr Instruments) and incubated at 4°C under 70 bar pressure for 40 minutes, followed by rapid decompression/lysis. The lysates were submitted to centrifugation, as described above, with the supernatants aliquoted and stored likewise.

For mass-spectrometry analysis, total cytoplasmic extracts from *L*. *infantum* expressing HA-tagged PABP1, PABP2, PABP3, as well as a phosphorylation PABP1 mutant (TP-SP), were generated after lysis using acid-washed glass beads, 425–600 μm *(Sigma)*, as described previously [33]. For parasites expressing HA-tagged RBP23 and DRBD2, and wild-type controls, total cytoplasmic extracts were obtained after cell lysis through nitrogen cavitation, as described above. None of the cytoplasmic extracts used for the immunoprecipitation assays and subsequent mass spectrometry analysis were treated with RNase.

### Immunoprecipitation studies

For immunoprecipitations (IPs) with the HA-tagged proteins, whole *L*. *infantum* cytoplasmic extracts from wild type or recombinant HA-tagged strains were mixed with Pierce Anti-HA magnetic beads as per manufacturer’s protocol. Briefly, 0.2 mg of the beads were washed three times with PBS followed by the incubation with 0.5 ml of cytoplasmic extracts (equivalent to ~5x10^8^ to 10^9^ cells) for 1 h at 4°C. After removal of the depleted supernatant, the beads were washed three times with PBS and the bound antigen-antibody complexes eluted in SDS-PAGE sample buffer. Roughly 20% of the IPs were then analysed through SDS-PAGE and western-blotting using antibodies against the HA-tag to confirm the efficiency of the precipitation reaction. Immunoprecipitations were performed in triplicates and duplicates for RNA-sequencing and mass spectrometry, respectively.

For IP assays against native PABPs, exclusively for RNA-sequencing, we used approximately 0.1 mg of protein A sepharose beads, whole *L*. *major* cytoplasmic extracts and previously described affinity purified antibodies raised against each of the three *Leishmania* PABPs [30]. After a first wash with PBS, the beads were incubated with the antibodies (50 μL) in PBS overnight at 4°C, washed again with PBS and then incubated with the whole *L*. *major* extracts (equivalent to 1x10^9^ cells) for 1 h, at 4°C, in the presence of RNAseOUT. After spinning for 2 minutes at 600 g, 4°C, the supernatant was removed and the beads washed three times sequentially with IPM1 buffer containing 1% IGEPAL CA-630 and RNAseOUT.

### RNA extraction and cDNA library construction

For the RNA sequencing of ligands bound to the HA-tagged proteins, RNA was extracted with the RNAeasy Mini Kit (QIAGEN) from three independent immunoprecipitation experiments. These were carried out with different batches of cytoplasmic extracts derived from wild-type *L*. *infantum* and transfected cells expressing HA-RBP23, HA-DRBD2 and the three HA-tagged PABPs. The RNA samples were quantified by Qubit RNA HS Assay Kit (Thermo Fisher) using to read the concentration the Qubit 2.0 Fluorometer. Between 0.1 to 4 μg of total RNA was used to construct the cDNA libraries with the TrueSeq Stranded mRNA Library Prep Kit (Illumina). The libraries were validated quantitatively through qPCR using the KAPA Library Quantification Kit and qualitatively by visualization in agarose gel. Finally, the libraries were normalized and pooled prior to sequencing using the MiSeq Reagent Kit v3, 150 cycle (Illumina). Similar RNA extractions were performed for the *L*. *major* IPs carried out with the native anti-PABP affinity purified antibodies, and total RNA was used to prepare cDNA libraries using the SOLiD Whole Transcriptome Analysis Kit followed by evaluation with an Agilent Bioanalyzer (Agilent). The cDNA libraries were used for clonal amplification according to the SOLiD Full-Scale Template Bead preparation protocol and sequenced with the SOLiD4 System (Applied Biosystems).

### RNA sequencing analysis and data normalization

RNA-seq reads obtained from SOLiD data were mapped against the *Leishmania major* Friedlin genome assembly version 8.1 available at the TriTrypDB database by the SHRiMP software version 2.2.3 [74], with default parameters. All mappings whose score was higher than 350 were considered for further analyses, where all samples were normalized and the differential expression was assessed by the EdgeR package [75], included in the Bioconductor package version 2.6 [76]. mRNAs co-precipitated with each HA-tagged protein were analysed with the following bioinformatic tools: (1) FastQC, to evaluate the quality of the sequences (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/); (2) Trimmomatic [77], version 0.36, to remove the adapters and the low-quality sequences; (3) STAR [78], to map the reads on the *L*. *infantum* genome and count reads associated with each gene; (4) DEseq2 Galaxy version [79], to statistically compare the samples. Genes were considered enriched when a four-fold increase (log_2_ ratio > = 2) was observed when compared to the negative control, with FDR of 0.01 or 0.05 considered, respectively, for the IPs with the native proteins or HA-tagged ones. mRNAs enriched with the different proteins were then classified according to a modified list of gene ontology (GO) functional terms. For the RBP23 mRNA analysis, the transcript sequence containing the 3’ UTR and the transcript sequence with HA, but without the 3’ UTR, was used as reference. Bowtie2, a tool for aligning sequencing read [80] was used to generate the.bam files, which were viewed in IGV, integrative genomics viewer, a visualization tool [81,82].

### Mass-spectrometry analysis

For protein digestion and mass-spectrometry, IPs of HA-tagged PABP1, TP-SP, PABP2 and PABP3 were analysed by the Proteomics platform of the Quebec Genomics Center at the CHU de Quebec Research Center-Université Laval (http://www.crchudequebec.ulaval.ca/en/services/proteomics/about-us/), as described [83]. The results of two independent experiments were analysed by the Scaffold Proteome software used to validate the protein identification based on the *L*. *infantum* genome. Only proteins identified with >2 peptide and a probability of >80.0% were considered. Eluted proteins from IP of HA-tagged RBP23 and DRBD2, also from two independent experiments, each with two sets of negative controls, were submitted to the mass spectrometry facility P02-004 at the Carlos Chagas Institute–Fiocruz-PR. The samples were loaded into 15% SDS-PAGE gels and allowed to migrate into the resolving gel, when the electrophoresis was interrupted prior to protein fractionation. Gel slices containing the whole IP products were then excised and submitted to an in-gel tryptic digestion and mass spectrometry analysis and validation was performed as previously described [47]. Spectra were searched against the *L*. *infantum* protein sequence database (*L*. *infantum* JPCM5, version from March 29, 2016, available at TriTrypDB; https://tritrypdb.org/). To normalize the data from the IPs with the HA-tagged RBP23 and DRBD2, a first normalization was performed based on the sum of the intensities for each replicate, using the highest sum to normalize the remaining samples. For each co-precipitated polypeptide, for the negative control and both RBPs, the averages derived from the normalized intensities were calculated. These averages were then used to calculate the ratio between the values from the IPs with each HA-tagged protein and those control IPs using extracts from non-transfected cells (enrichment ratio).

### *In vitro* pull-down assays

Pull-down assays were performed using Glutathione Sepharose 4B beads (GE Healthcare) as well as GST-tagged and ^35^S-labeled recombinant proteins, as described previously [36,84]. GST-tagged PABPs and the GST control, whose genes were cloned into the pGEX4T3 expression vector, were expressed in *Escherichia coli*, affinity purified, immobilized on the beads and incubated with ^35^S-labeled RBP23 and DRBD2. The labeled proteins were produced after linearization with HindIII of the corresponding constructs in the pET21a plasmid, followed by transcription with T7 RNA polymerase in the presence of the cap analogue and translation in the rabbit reticulocyte lysate (Promega or Ambion) supplemented with ^35^S-methionine (Perkin Elmer). The labeled signals were visualized by autoradiographic films exposed unto 15% SDS-PAGE gels.

## Supporting information

S1 Fig Analysis of mRNA populations associated with the three native PABPs in *Leishmania major*. Upregulated transcripts in at least two of three available RNA-seq datasets (SOLiD sequencing) were manually classified and grouped using the gene ontology (GO) terms according to their molecular function. **A)** mRNA groups associated with PABP1, PABP2 and PABP3 from *L*. *major*. All mRNAs enriched at least 2-fold more than the negative control are represented; **B)** Bar chart representing the enrichment values only of mRNAs co-immunoprecipitated with the three *L*. *major* PABPs that were enriched at least 4-fold. The mRNAs with the same names indicate different transcripts encoding proteins with the same name but whose genes localize to different chromosomes.
(TIF) Click here for additional data file.

S2 Fig Expression analysis of the HA-tagged *L*. *infantum* PABPs. Western-blot analysis of exponentially grown *L*. *infantum* cell lines expressing the HA-tagged *L*. *infantum* PABPs. Approximate molecular weights of 63, 65 and 61 kDa were seen for PABP1-HA, PABP2-HA and PABP3-HA, respectively.
(TIF) Click here for additional data file.

S3 Fig Volcano Plot comparing mRNA content of *L*. *infantum* PABPs RNA-seq datasets. Axis Y represents the statistical test significance 0.05 (>0.05 red and <0.05 black) and the axis X represents the genes that are at least 4-fold up- or down-regulated (log_2_ fold change >2); Δ means a very high value to be ranked. (**A**) PABP2xPABP1; (**B**) PABP3xPABP1; and (**C**) PABP3xPABP2.
(TIF) Click here for additional data file.

S4 Fig Comparison of RNA-seq datasets from RNA-immunoprecipitation studies using the three *Leishmania infantum* PABPs. The mRNAs associated to each PABP homologue are indicated in a Venn diagram from their respective RNAseq datasets.
(TIF) Click here for additional data file.

S5 Fig Summary of RBPs co-purifying with the *L*. *infantum* HA-tagged PABPs. RBPs shown here are differentially co-precipitated with PABP1 and PABP2/3 in two independent immunoprecipitation (IP) assays. The values represent the number of peptide hits from proteins found with each PABP. Only proteins identified with two or more peptides in a minimum of two replicates and with a probability >80.0% were considered. TP-SP represents a PABP1 phosphorylation mutant (described in [33]), used as a second PABP1 sample, since it was presumed that the mutations would not impact on the interactions with major binding partners.
(TIF) Click here for additional data file.

S6 Fig Localization of the most-relevant motifs found on the topmost 10 mRNAs enriched with the *L*. *infantum* HA-tagged RBP23 or DRBD2. **A)** U-rich motifs found within the 3’ UTRs of the RBP23 associated mRNAs; **B)** Motifs having UG-repeats found within the 3’ UTRs of the DRBD2 associated mRNAs.
(TIF) Click here for additional data file.

S1 Table mRNAs specifically co-precipitated with the three *L*. *major* PABP homologues. (XLSX) Click here for additional data file.

S2 Table mRNAs specifically co-precipitated with the three, HA-tagged, *L*. *infantum* PABP homologues. (XLSX) Click here for additional data file.

S3 Table Full set of protein partners specifically co-precipitated with the HA-tagged RBP23. (XLSX) Click here for additional data file.

S4 Table Top-most protein partners specifically co-precipitated with the HA-tagged RBP23. (XLSX) Click here for additional data file.

S5 Table Full set of protein partners specifically co-precipitated with the HA-tagged DRBD2. (XLSX) Click here for additional data file.

S6 Table Top-most protein partners specifically co-precipitated with the HA-tagged DRBD2. (XLSX) Click here for additional data file.

S7 Table mRNAs specifically co-precipitated with the HA-tagged *L*. *infantum* RBP23 and DRBD2. (XLSX) Click here for additional data file.

S8 Table Oligonucleotides used as primers for the amplification and cloning of the PABP2, PABP3, RBP23 and DRBD2 genes. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

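The re-analysis used the 21 deposited files of read counts per gene, 1 file for each library of the IPs with HA-tagged proteins from *L*. *infantum*. One experiment holds 12 libraries, 3 replicates each of PABP1-HA, PABP2-HA, PABP3-HA and their control IPs, and the other holds 9, 3 replicates each of RBP23-HA, DRBD2-HA and their own control IPs. The *L*. *major* libraries made with antibodies to the native PABPs, and the mass spectrometry data apart from the names and identifiers in S3 and S5 Tables, were not used here.

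According to the methods, the authors made stranded mRNA libraries, trimmed the reads with Trimmomatic, mapped them with STAR and counted them per gene. The deposited values are raw counts without normalization or filtering, checked to be whole numbers of 0 or more. The summary lines at the end or start of each file, which count reads that fall on no gene, on several places or on none, were left out of the fits. The 12 files with LINF identifiers list 8591 genes and the 9 files with LinJ identifiers list 8378. The paper's methods name DESeq2 for the comparison, a log2 ratio of at least 2 and an FDR of 0.05 for the HA-tagged proteins, and give no further settings for it.

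Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Each experiment was fitted alone with all its groups, with TMM scaling, filterByExpr (minimum count 10), edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment over all tested genes. Standard errors are the log2 fold change divided by the square root of F. Enriched means a log2 fold change of at least 2 with an adjusted p under 0.05, and direct comparisons between IPs use the same limits on both sides. Gene sets were tested with limma's camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. These set tests treat genes as nearly independent, and their p values can lie far below 0.1, the smallest p that an exact test over 3 libraries against 3 allows. Folds against controls without a count are lower bounds against a floor of 3 counts over the pooled control libraries. Bounds, ratios and CPM use TMM-adjusted library sizes unless another scaling is named. Intervals are exact (Clopper-Pearson) at 95%, for ratios applied to the IP share of the IP and control counts of a gene.

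Descriptions were found for 848 LINF identifiers in S2, S3, S5 and S7 Tables, of which 150 were taken as ribosomal proteins and 9 as histones. Because the files of the 2 experiments have no identifier in common, they were joined through the 272 entries of S3 and S5 Tables that give both kinds. This gave 88 ribosomal protein and 16 mitochondrial protein genes for RBP23-HA and DRBD2-HA. Symbols of some LinJ genes come from the RefSeq annotation of assembly ASM287v2, whose locus tags matched 8204 of them and which was used for names only. A gene that any table calls mitochondrial was kept out of the ribosomal protein set. This concerns LinJ.14.0840, called a 60S protein in S7 Table and a mitochondrial one in S5 Table, and was settled after its calls were seen.

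Depth differs widely. The PABP control libraries hold 2155 to 4520 reads on genes, and the other PABP libraries 29848 to 112703. The libraries of the other experiment hold 147144 to 309449. The fits were tested on simulated data with the depth of the real libraries. All libraries of an experiment were drawn from 1 pooled profile with 1 common spread. Apart from the raised genes the simulated groups had the same composition, so the recovery below does not cover the dependence on the scaling. Of 50 genes per level, 96% to 100% of those changed by 8-fold or more met both thresholds in each of the 5 comparisons with a control. Of those changed by exactly 4-fold, which lie at the limit, 66% met both thresholds with PABP1-HA, 60% with PABP2-HA, 68% with PABP3-HA, 48% with RBP23-HA and 50% with DRBD2-HA. Of the unchanged genes 6 were called with PABP1-HA, 1 with PABP2-HA and 12 with PABP3-HA, and 0 with RBP23-HA and DRBD2-HA.

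Genes named in the text follow a rule. It takes, for each comparison with a control, the 5 called mRNAs with the highest log2 fold change whose CPM (counts scaled to the TMM-adjusted size of the library) lies above the controls in every library, the mRNAs the paper's results name, the transcripts of the 5 tagged proteins and the first entry of each list in S2 and S7 Tables. Mentions outside the rule say that they were chosen after their values were seen. The samples were grouped by IP and replicate as labelled, and other splits of the 6 libraries of a comparison were counted, 10 in all, of which the real one makes a share of 0.1. Alternatives were DESeq2, RLE size factors, library sizes only, no filter on low counts, fits of the 2 groups alone, the replicate number as a block, a log2 fold change of at least 1, no FDR requirement, a rule of at least 4-fold over the mean control in 2 of the 3 replicates with 1 CPM added, other gene sets and set tests, and each library left out in turn. These, the main settings and the comparisons were fixed before the data were examined, and the fits without rRNA genes, the ribosomal protein set without names known from S2 Table alone and the DESeq2 fits made to match the lists were added later. Coding lengths and the U content after the stop codon were not analysed here, since the annotation was used for names alone.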

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

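Among the tests in this part, the count of other splits for the ribosomal protein mRNAs of PABP3-HA against PABP2-HA and the test of a component shared with PABP1-HA in held-out PABP2-HA libraries were chosen only after the results were seen.

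Ribosomal protein mRNAs differed between the PABPs when the IPs were compared with each other, with a median log2 fold change above that of the other mRNAs of 3.58 for PABP1-HA against PABP2-HA (camera, p = 6e-122) and of 2.80 for PABP1-HA against PABP3-HA (p = 9.43e-128), where an exact test over the libraries cannot go below 0.1. Unequal depth was tested for PABP1-HA against PABP2-HA by thinning the IP libraries to one size 10 times, and the highest p was 4.2e-108. Reads shared between gene copies were tested with the 21 ribosomal proteins whose name occurs once, and their median log2 fold change was 3.50, against 3.22 for the 99 with several copies. The first result argues against depth as the whole cause of the difference between PABP1-HA and PABP2-HA. Names come from the described identifiers alone, so a name that occurs once can still have copies that are not listed. Shared reads are therefore not excluded. For PABP3-HA neither explanation was tested. Of the 10 splits of the libraries into 3 and 3, only the real one gave as many mRNAs differing between PABP2-HA and PABP1-HA (1 of 10), and the same holds for PABP3-HA and PABP1-HA (1 of 10). A share of 0.1 is the smallest this design allows, so chance is not excluded by the count of splits. A difference in what the proteins bind stays open as a hypothesis. In these libraries so does any difference between the transfected cell lines, since each protein was expressed in a cell line of its own. The paper's IPs of the native PABPs from *L*. *major*, not used here, did not depend on tagged lines. There too the paper reports a larger share of ribosomal protein mRNAs with PABP1 than with PABP2 or PABP3.

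Ribosomal protein mRNAs were also higher with PABP3-HA than with PABP2-HA, with a median log2 fold change above that of the other mRNAs of 0.70 (camera, p = 1.74e-17, with 0.1 the smallest p of an exact test). Leaving out each library gave a highest p of 6.93e-08, without PABP3-HA replicate 1, where the difference fell to 0.45, the lowest of the 6. In 4 of the 10 splits, the real one included, camera gave a p as small as with all libraries, so such p values exclude neither chance nor a large part played by 1 library. A component shared with PABP1-HA was tested with the 24 other mRNAs that PABP1-HA prefers over PABP2-HA. Their median log2 fold change between PABP3-HA and PABP2-HA was 0.65, with 20 of 24 above 0, against -0.11 for the remaining mRNAs, but they had been chosen for low values in the same PABP2-HA libraries, which alone can give this. The test was therefore repeated with each PABP2-HA library in turn held out of the choice and compared alone with PABP3-HA. The chosen mRNAs lay 0.41, 0.92 and 0.75 above the others with replicates 1, 2 and 3 held out, with 20 of 25, 24 of 29 and 33 of 35 above 0. A candidate explanation is that a share of the PABP1-HA mRNA population is present in the PABP3-HA IPs, whether through the protein or through carry-over during the IP. Lower levels of these mRNAs in the PABP2-HA cells or IPs would give the same values, and these libraries do not separate them.

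Between RBP23-HA and DRBD2-HA the paired ribosomal protein mRNAs had a median log2 fold change 3.41 above that of the other mRNAs (camera, p = 2.25e-60, with 0.1 the smallest p of an exact test). At equal depth the highest camera p of 10 thinnings was 1.97e-55, so depth does not account for the difference. The 32 ribosomal proteins whose name occurs once had a median of 3.50, against 3.36 for the 46 with several copies. Names here come from the paired entries alone, so a name that occurs once can still have copies that are not listed. Shared reads are therefore not excluded. Of the 10 splits only the real one gave as many differing mRNAs (1 of 10), which does not exclude chance in this design. A difference in what the proteins bind and a difference between the cell lines stay open.

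Histone mRNAs had a median log2 fold change 0.50 above that of the other mRNAs between PABP3-HA and PABP2-HA (camera, p = 0.00826, 7 mRNAs, with 0.1 the smallest p of an exact test). A p as small was reached in 2 of the 10 splits, so chance is not excluded. The p was 0.0576 without PABP2-HA replicate 1, and without PABP3-HA replicate 1 the median of the histone mRNAs was -0.06. Reads shared between histone gene copies were not tested, and no biological explanation was tested.

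Signals outside the paper's lists were the 126 mRNAs called with PABP1-HA, 4 with PABP2-HA and 10 with PABP3-HA that S2 Table does not list for that protein. Of the 126, 48 encode ribosomal proteins. Every IP library was above every control library for 125, 4 and 10 of them, which is no separate test since the calls rest on the same libraries. The calls depended on the scaling. Under both RLE and library sizes only, 0% of the 126 were called, 0% of the 4 and 0% of the 10. With RLE alone 26, 0 and 0 of them were called, with DESeq2 14, 0 and 0. Library sizes only leave few calls of any kind, 23, 6 and 7 in all, so that this test alone counts for little, while RLE keeps 85, 11 and 17 of all calls. Both scalings lower the folds of all mRNAs of an IP by about the same factor, so calls near the threshold are lost in any case. The test thus shows that the calls outside the lists depend on the scaling. It cannot tell whether the TMM scaling produced them.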

How the results depend on the processing

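The fits without rRNA genes, the ribosomal protein set without names known from S2 Table alone, and the DESeq2 fits with a fold change prior were chosen only after the results were seen. Where no other reason is given, the cause of a change was not tested.

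The numbers of enriched mRNAs depended on the processing. Against 198, 51 and 43 for PABP1-HA, PABP2-HA and PABP3-HA, DESeq2 gave 69, 7 and 7, edgeR with RLE size factors 85, 11 and 17, library sizes only 23, 6 and 7, and no filter on low counts 304, 92 and 114. A fit of the 2 groups alone gave 9, 11 and 10, where the filter left only 273, 254 and 274 mRNAs. No FDR requirement gave 205 and 202 for PABP2-HA and PABP3-HA, and at least 4-fold in 2 of 3 replicates gave 207 and 212. DESeq2 with a fold change prior on 2 control and 2 IP libraries, with an unadjusted p and either sign, gave 97, 117 and 104. For RBP23-HA and DRBD2-HA, with 220 and 355, library sizes only gave 637 and 1808, and a log2 fold change of at least 1 gave 371 and 770. No filter gave 548 for DRBD2-HA. Leaving out the rRNA genes together with library sizes only gave 87 for RBP23-HA. DESeq2, RLE, the fit of 2 groups and the block kept both of these counts within 1.5 times.

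Leaving out 1 library at a time gave 212 to 313 mRNAs for PABP1-HA, 37 to 138 for PABP2-HA and 49 to 153 for PABP3-HA, each with more mRNAs tested than with all libraries. Counts over 1.5 times the full ones were 313 without PABP1-HA replicate 3, 110, 78 and 138 without PABP2-HA replicates 1, 2 and 3, 153, 113 and 107 without PABP3-HA replicates 1, 2 and 3, and for PABP3-HA 69 without control replicate 1. For RBP23-HA the range was 188 to 267 and for DRBD2-HA 319 to 425. The number called with both PABP2-HA and PABP3-HA, 22, ranged from 23 to 42, with 42, 39 and 39 without PABP3-HA replicates 1, 2 and 3 and 39 without control replicate 1. It was 4 with DESeq2, 4 with library sizes only, 61 without the filter and 166 with no FDR requirement.

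The share of ribosomal proteins among the mRNAs called with PABP1-HA, 48.5%, was 69.6% with DESeq2, 56.5% with library sizes only, 39.1% without the filter, 35.2% with no FDR requirement and 34.2% by the rule of 2 in 3 replicates, and it ranged from 37.7% to 47.2% with 1 library left out. For PABP2-HA it was 14.3% with DESeq2 and 0% with library sizes only, and for PABP3-HA 0% with DESeq2 and 0% with library sizes only, over 6 or 7 calls each. For RBP23-HA, 29.1%, it was 12.1% with library sizes only and 20.5% at a log2 fold change of at least 1. The share of ribosomal protein entries of PABP1-HA also called with RBP23-HA, 95.2%, was 100.0% with library sizes only and 100.0% at a log2 fold change of at least 1. It ranged from 64.3% without RBP23-HA replicate 1 to 100.0% without RBP23-HA replicate 3.

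The rank of the ribosomal protein mRNAs with PABP1-HA and RBP23-HA kept its direction and stayed past the threshold under each alternative run for it, namely fry, an estimated correlation, library sizes only, no filter, the S3 Table set, the S3 and S7 Table set (PABP1-HA only), the replicate block and each library left out. No set test was run with DESeq2, RLE or the fits of 2 groups. For PABP2-HA fry gave a p of 0.225. For PABP3-HA fry gave 0.855 and an estimated correlation 0.249, and without the filter the direction was reversed at a p of 0.0686. With 1 library left out its p ranged from 8.87e-05 to 0.548, with 0.548 without PABP3-HA replicate 3 and 0.418 without control replicate 3. For DRBD2-HA an estimated correlation gave 0.284. The S3 Table set is identical to the full set for RBP23-HA and DRBD2-HA and so tests nothing there. The mitochondrial set with DRBD2-HA, with a p of 0.0772, passed the threshold by fry at 0.00128 and with library sizes only at 0.0379. The histone result of PABP3-HA against PABP2-HA ranged from 0.00114 to 0.0576, the latter without PABP2-HA replicate 1, and its median was -0.06 without PABP3-HA replicate 1.

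At a log2 fold change of at least 1 the direct comparisons gave 302 mRNAs for PABP2-HA against PABP1-HA, 213 for PABP3-HA against PABP1-HA, 4 for PABP3-HA against PABP2-HA and 1581 for RBP23-HA against DRBD2-HA. RBP23-HA against DRBD2-HA gave 913 with library sizes only and 859 without rRNA genes and with library sizes only. PABP3-HA against PABP2-HA gave 1 mRNA with DESeq2, 1 with library sizes only, 1 without the filter, 1 in the fit of 2 groups and 1 with the replicate block. With 1 library left out it gave 1 to 6, with 6 without PABP2-HA replicate 3 and 1 without PABP2-HA replicates 1 or 2 or PABP3-HA replicates 1 or 3.

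Of the entries of S2 Table past both thresholds, 67, 47 and 33, library sizes only gave 23 for PABP1, 6 for PABP2 and 7 for PABP3, and DESeq2 gave 7 for PABP2 and 7 for PABP3. For PABP3 no filter gave 55 and no FDR requirement 53. The entries of S7 Table stayed at 55 and 17 under DESeq2, library sizes only and both threshold alternatives, and at 56 and 17 without the filter.

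No paired result is given at the claims, because the replicate numbers do not pair the samples. Libraries with the same number had deviations that correlated at over 0.1 in 0 of 9 pairs for RBP23-HA, DRBD2-HA and their controls and in 2 of 18 pairs for the PABPs. With the replicate number as a block the enriched mRNAs were 192, 39, 37, 218 and 354 for PABP1-HA, PABP2-HA, PABP3-HA, RBP23-HA and DRBD2-HA, and the block moved no other count by more than 1.5 times than that of PABP3-HA against PABP2-HA given above.

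Among single mRNAs, DESeq2 and library sizes only each removed 7 of the calls named for PABP2-HA and PABP3-HA and those of LINF_250012900, LINF_250013100 and LINF_040012700 with PABP1-HA, and library sizes only also removed that of LINF_070010500. The nuclear RNA binding protein mRNA LINF_320013000, with a log2 fold change of 1.87 with PABP1-HA and no call, was called without the filter at 2.83, without PABP1-HA replicates 1, 2 and 3 at 2.12, 2.48 and 2.49, and without control replicates 1 and 3 at 2.79 and 2.21. The DRBD2 mRNA was called with DRBD2-HA under library sizes only, at 2.86. In all, leaving out 1 library left 360 values on the same side or within their spread, moved 22, brought 5 past their threshold and 3 below it. Depth limits the PABP results. The controls hold no more than 42 genes with at least 10 counts, and an mRNA with 100 reads over the 3 PABP2-HA libraries and none in the controls is bounded at only 2.75-fold under TMM and 1.73-fold with library sizes. The results on coding length and U content that had been planned were not run.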

Differences from the paper's values

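Of the alternatives named here, DESeq2 with a fold change prior and the fits without rRNA genes were chosen only after the values were seen, and the others were set before the data were examined. A number is said to differ when it is over 1.5 times the paper's or the paper's is over 1.5 times it, and a log2 fold change when it is further from the paper's than its standard error in the same fit, so one with a large error can fail to differ.

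For PABP1-HA 198 mRNAs were called enriched, and the paper's number is 108. RLE size factors in edgeR, with 85, do not differ from it. The other 14 alternatives do, DESeq2 with 69, library sizes only with 23, no filter on low counts with 304, the fit of 2 groups with 9, the replicate block with 192, a log2 fold change of at least 1 with 230, no FDR requirement with 287, the rule of 2 in 3 replicates with 295 and each library left out with 212 to 313. For PABP2-HA 51 were called and the paper's number is 135. No filter, with 92, and leaving out PABP2-HA replicate 1 or 3, with 110 and 138, do not differ, and the other 12 alternatives do, among them DESeq2 with 7, no FDR requirement with 205 and a log2 fold change of at least 1 with 58. For PABP3-HA 43 were called and the paper's number is 118. No filter, with 114, and leaving out PABP3-HA replicate 1, 2 or 3, with 153, 113 and 107, do not differ, and the other 11 do, among them DESeq2 with 7 and no FDR requirement with 202. DESeq2 with a fold change prior, 2 control and 2 IP libraries, an unadjusted p and either sign, chosen after seeing the values to match them, gave 97, 117 and 104 and drops 16, 18 and 14 of the paper's own entries.

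For RBP23-HA 220 mRNAs were called and the paper's number is 114. All 15 alternatives differ from it, from 183 with DESeq2 to 637 with library sizes only. Leaving out the rRNA genes and using library sizes only, chosen after seeing the values, gave 87, which does not differ, and drops 24 of the 56 paper entries that could be found.

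In the Venn diagram, 161 mRNAs were called with PABP1-HA alone, 95 of them encoding ribosomal proteins, and the paper's numbers are 66 and 43. DESeq2, with 65 and 47, does not differ, and the other 16 alternatives do. With PABP2-HA alone 20 were called, and the paper's number is 59. Leaving out PABP2-HA replicate 1, with 58, or replicate 3, with 83, does not differ, and the other 15 alternatives do. With PABP3-HA alone 9 were called, and the paper's number is 37. Leaving out PABP3-HA replicate 2, with 38, or replicate 3, with 30, does not differ, and the other 15 do. The paper's own S2 Table gives 39 entries for PABP3 alone. With PABP2-HA and PABP3-HA only, 6 were called, and the paper's number is 45. No FDR requirement, with 33, does not differ, and the other 16 do. Of the histone mRNAs 0 were called with PABP1-HA, and the number in the paper's text is 1. The paper's own S2 Table gives 0 histone entries for PABP1 by the descriptions used here. No filter, a log2 fold change of at least 1, no FDR requirement and leaving out PABP1-HA replicate 3, each with 1, do not differ from the text, and the other 13 alternatives do.

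The log2 fold change of LINF_350043400 with PABP1-HA was 4.03, and the paper's listed value is 4.981. No filter, with 4.99, and leaving out PABP1-HA replicate 1, 2 or 3, with 4.52, 4.63 and 4.39, do not differ, and the other 6 alternatives do, DESeq2 with 3.43, library sizes only with 2.58, the replicate block with 4.21 and leaving out control replicate 1, 2 or 3, with 10.32, 3.91 and 3.89. Control replicate 1 holds the only control reads, so the first of these depends on the prior count. DESeq2 with a fold change prior on 2 control and 2 IP libraries, chosen after seeing the values, gave 4.98 and drops 16 of the paper's own entries at the thresholds above. The log2 fold change of the RBP23 mRNA LinJ.17.0610 was 5.79, and the paper's listed value is 4.625. Leaving out control replicate 1, with 5.16, does not differ, and the other 9 alternatives do, with DESeq2 at 5.85, library sizes only at 6.55, no filter at 5.67 and the replicate block at 5.70. DESeq2 with a fold change prior on all 6 libraries, chosen after seeing the values, gave 4.63 and drops 5 of the 56 paper entries that could be found.

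The log2 values of S2 Table are all positive, from 2.005 to 4.981. With all 3 control and all 3 IP libraries, 97 of its 366 identifiers lie below the control under every scaling tried, and a 4-fold enrichment is excluded there. This does not hold for every choice of libraries. LINF_250028700, singled out after its values were seen, had 145 reads with PABP2-HA against 13 in the controls. Its value was 3.57 in the DESeq2 fit with a prior without control replicate 1 and PABP2-HA replicate 3, and the listed one is 3.588. Among the identifiers of S7 Table that could be found, 0 do so under every scaling, and 1 for DRBD2 does under TMM and RLE.

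In the DESeq2 fits with a fold change prior that were chosen after seeing the values to match S2 Table, 95 of its entries have a negative value. Without these the paper's entries number 71, 106 and 89 for PABP1, PABP2 and PABP3, from which 198, 51 and 43 also differ. For PABP1, DESeq2 with 69 and RLE with 85 do not differ from 71. For PABP2, no filter with 92 and leaving out PABP2-HA replicate 1, 2 or 3, with 110, 78 and 138, do not differ from 106. For PABP3, no filter with 114 and leaving out PABP3-HA replicate 2 or 3 or control replicate 1, with 113, 107 and 69, do not differ from 89. In the Venn diagram, the entries without a negative value are 49 for PABP1 alone, 43 of them for ribosomal proteins, 49 for PABP2 alone and 27 for PABP3 alone, 1 for PABP1 and PABP2, 6 for PABP1 and PABP3, 41 for PABP2 and PABP3 and 15 for all 3. The 161 and 95, 20, 9, 9, 12 and 6 called here differ from these as well, and the 16 called for all 3 do not. The alternatives that do not differ are DESeq2 for PABP1 alone, with 65 and 47, no FDR requirement and leaving out PABP2-HA replicate 1 or 2 for PABP2 alone, with 34, 58 and 38, leaving out PABP3-HA replicate 2 or 3 for PABP3 alone, with 38 and 30, DESeq2 and leaving out PABP3-HA replicate 3 or control replicate 2 for PABP1 and PABP2, with 1 each, leaving out PABP2-HA replicate 1 or 3 for PABP1 and PABP3, with 8 and 5, and no FDR requirement for PABP2 and PABP3, with 33. For all 3, 8 of 17 alternatives do not differ.

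The paper states that the RBP23 transcript was the most enriched with RBP23. In the counts its rank by fitted value was 4, behind 3 mRNAs without a control count, whose lower bounds of 8.69-fold, 5.14-fold and 4.74-fold lie below its ratio of 63.1, all under TMM, so that the order is not determined. The paper states that PABP2 and PABP3 shared more mRNAs than the other pairs. Counting those shared by a pair alone, it was 6 for PABP2-HA and PABP3-HA, 9 for PABP1-HA and PABP2-HA and 12 for PABP1-HA and PABP3-HA. The setting with no FDR requirement gave 33, 5 and 22 and that with library sizes only 3, 0 and 1, both in the order the paper states, and DESeq2 gave 1, 1 and 0. No filter on low counts gave 16, 7 and 36 and a log2 fold change of at least 1 gave 7, 9 and 15, neither in that order. None of the 12 fits with 1 library left out gave that order. Counted in the same way, the paper's own entries without a negative value in the fits above, chosen after seeing the values, number 41, 1 and 6, also in that order. The paper states that no difference between PABP2 and PABP3 was detected, and 2 mRNAs differed by edgeR and 1 by DESeq2. The correlation of their fold changes, 0.958, is higher than the 0.755 and 0.837 of the other pairs, though no larger than shared controls alone can give.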

Other observations

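In this part, the tests of the entries of S2 Table against counting noise, scaling and fits of 2 control with 2 IP libraries, the test without rRNA genes and the test of the tagged transcripts were chosen only after the results were seen.

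In S2 Table, 97 of 366 identifiers lie below the control in the deposited counts. Counting noise was tested with the exact interval of each ratio, and 97 of the 97 exclude a 4-fold enrichment. Scaling was tested with TMM, RLE and library sizes, and 97 of 97 lie below the control under each. Both argue against these explanations. A sign lost in a comparison of all 3 control with all 3 IP libraries was tested first, and of the 300 mRNAs with the lowest ratios 12.3% were listed, against 8.64% of all mRNAs with over 3 control counts, which argues against it in that form. A later test, set up after seeing the counts and the listed values, fitted DESeq2 with and without its fold change prior with 0 or 1 control and 0 or 1 IP library left out, 32 choices for each list. With the prior, and without control replicate 1 and 1 IP library (PABP1-HA replicate 1, PABP2-HA replicate 3 or PABP3-HA replicate 2), the fitted values matched the listed ones in size within 0.1 for 361 of 361 entries, while the best other choice for each list matched 45, 47 and 30. In these fits 95 entries have a negative value, that is a higher control, 37 of 108 for PABP1, 29 of 135 for PABP2 and 29 of 118 for PABP3, and all 95 match the listed value in size. Every mRNA past a 4-fold change in either direction and an unadjusted p under 0.05 in these fits is listed, 97, 117 and 104, while 48 of the 361 entries do not meet both limits, with p values of up to 0.0616, 0.0664 and 0.0594 in the 3 lists. At an adjusted p under 0.05 the numbers past that fold would be 29, 11 and 14. A candidate explanation is that S2 Table holds absolute values from comparisons of 2 control with 2 IP libraries, selected on an unadjusted p near 0.05, so that about 26.3% of its entries were lower in the IP. This was found and tested on the same data and stays a hypothesis. Of the entries for ribosomal proteins, 1 of 45 for PABP1, 2 of 3 for PABP2 and 1 of 3 for PABP3 have a negative value, and of the histone entries 0 of 2 for PABP2 and 0 of 6 for PABP3. For S7 Table, the fit with the prior on all 6 libraries matched 42 of 56 entries for RBP23 and 17 of 17 for DRBD2 within 0.1, with 0 negative values.

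Fewer mRNAs were called with PABP2-HA and PABP3-HA than with RBP23-HA and DRBD2-HA. To test whether few control reads account for this, the control libraries of RBP23-HA and DRBD2-HA were thinned to the depths of the PABP controls and their IP libraries to those of PABP2-HA, 20 times. The fewest calls were 112, for DRBD2-HA, with a range of 112 to 149, and RBP23-HA gave 145 to 166. Both exceed the 51 and 43 calls of PABP2-HA and PABP3-HA by more than 1.5 times. In fits of all libraries this argues against few reads as the whole cause, directly only for PABP2-HA, whose depths were used. With 1 library left out PABP2-HA gave up to 138 calls and PABP3-HA up to 153. Those fits are of another form, with 1238 and 1230 mRNAs tested against 772 to 806 in the thinned fits, and so do not test depth. They show, however, that the numbers 51 and 43 are unstable. The 2 experiments differ in their libraries, controls and counting files, and the cause stays open.

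Genes of rRNA took most of the gene reads in the controls of RBP23-HA and DRBD2-HA. Without these genes 198 mRNAs were called with RBP23-HA, within 1.5 times of the 220 with them, which argues against rRNA reads as what sets the number of calls under TMM scaling.

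The transcripts of the 5 tagged proteins were compared between IPs. In 4 of the 5 the highest mean CPM among the IPs of the experiment was in the protein's own IP. The exception is PABP1, lowest in its own IP with 477 in PABP1-HA, against 837 in PABP2-HA and 699 in PABP3-HA. PABP3 had 421 in its own IP but 681 in the controls, from 6 control reads, so the order of the IPs does not show an enrichment there. DRBD2 had a log2 fold change of 1.15 in its own IP (adjusted p = 0.0598, edgeR). Reads from the plasmid copy and from mRNA bound by the protein cannot be told apart, because the counts hold 1 value per gene and few reads.

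The libraries PABP2-HA replicate 3 and PABP3-HA replicate 1 detected more genes than the other PABP2-HA and PABP3-HA libraries. Depth was tested by the number of genes expected at 29848 reads, where the lower of the 2 still exceeded the highest of the others by 485.6 genes, with 6789 and 6161 against at most 5675. Depth therefore does not account for it, and no biological explanation was tested.

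The remaining counts of other splits, each over 10 splits of 6 libraries, cannot fall under a share of 0.1 and exclude chance in no case. For the number of enriched mRNAs the real split alone gave the largest count with PABP1-HA, PABP2-HA, PABP3-HA, RBP23-HA and DRBD2-HA (1 of 10 each). For PABP3-HA against PABP2-HA 3 of 10 splits gave as many mRNAs. For the rank of the ribosomal protein mRNAs the number was 1 of 10 with PABP1-HA, PABP2-HA and RBP23-HA, 4 of 10 with PABP3-HA and 3 of 10 with DRBD2-HA, and for the mitochondrial protein mRNAs with DRBD2-HA it was 3 of 10.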
